# Effect of Anti-Osteoporotic Treatments on Circulating and Bone MicroRNA Patterns in Osteopenic ZDF Rats

**DOI:** 10.3390/ijms23126534

**Published:** 2022-06-10

**Authors:** David Carro Vázquez, Lejla Emini, Martina Rauner, Christine Hofbauer, Johannes Grillari, Andreas B. Diendorfer, Richard Eastell, Lorenz C. Hofbauer, Matthias Hackl

**Keywords:** microRNA, type 2 diabetes, ZDF, biomarker, next-generation sequencing, osteoporosis, circulating microRNA

## Abstract

Bone fragility is an adverse outcome of type 2 diabetes mellitus (T2DM). The underlying molecular mechanisms have, however, remained largely unknown. MicroRNAs (miRNAs) are short non-coding RNAs that control gene expression in health and disease states. The aim of this study was to investigate the genome-wide regulation of miRNAs in T2DM bone disease by analyzing serum and bone tissue samples from a well-established rat model of T2DM, the Zucker Diabetic Fatty (ZDF) model. We performed small RNA-sequencing analysis to detect dysregulated miRNAs in the serum and ulna bone of the ZDF model under placebo and also under anti-sclerostin, PTH, and insulin treatments. The dysregulated circulating miRNAs were investigated for their cell-type enrichment to identify putative donor cells and were used to construct gene target networks. Our results show that unique sets of miRNAs are dysregulated in the serum (*n* = 12, FDR < 0.2) and bone tissue (*n* = 34, FDR < 0.2) of ZDF rats. Insulin treatment was found to induce a strong dysregulation of circulating miRNAs which are mainly involved in metabolism, thereby restoring seven circulating miRNAs in the ZDF model to normal levels. The effects of anti-sclerostin treatment on serum miRNA levels were weaker, but affected miRNAs were shown to be enriched in bone tissue. PTH treatment did not produce any effect on circulating or bone miRNAs in the ZDF rats. Altogether, this study provides the first comprehensive insights into the dysregulation of bone and serum miRNAs in the context of T2DM and the effect of insulin, PTH, and anti-sclerostin treatments on circulating miRNAs.

## 1. Introduction

Diabetes mellitus has emerged as a novel risk factor for fragility fractures. Type 2 diabetes mellitus (T2DM) accounts for 90% of all diabetes cases in adults and, due to the epidemic of obesity, its prevalence has further gradually increased in recent years. T2DM affects bone health in the later stages of the disease, with less severe bone mass reduction and risk of fracture compared to T1DM [1]. As the diabetes epidemic is increasing worldwide with aging, and the fractures that are associated with diabetes cause an increase in morbidity, mortality, and healthcare costs, diabetes-induced osteoporosis imposes a significant burden on our society and our healthcare system, and efforts are being made to study the underlying molecular mechanisms involved to establish an early-detection method and to identify therapy options for diabetic bone disease [1]. In contrast to T1DM, BMD is not reduced in patients with T2DM, with a normal or even 5–10% higher mean BMD. This indicates that bone fragility in each form of diabetes develops via distinct mechanisms that to date remain largely unknown and may require an individualized approach for effective treatment [1].

In this regard, recent studies suggest a crucial role of miRNAs in diabetes mellitus as well as in bone development and homeostasis [2,3,4]. microRNAs (miRNAs) are small non-coding RNAs that suppress mRNA translation or induce its degradation to regulate the expression of entire gene networks and important cellular processes at a posttranscriptional level thanks to their ability to target up to 100 distinct mRNAs [2,3,4].

Many studies have also shown that miRNAs can be involved in the pathophysiology of osteoporosis and reduced fracture healing in both T1DM and T2DM. Takahara et al. [5] and Tang et al. [6] investigated miRNA regulation in rats with T1DM induced via a streptozotocin injection. Takahara et al. reported that during femur fracture healing, five miRNAs (miR-140-3p, miR-140-5p, miR-181a-1-3p, miR-210-3p, and miR-222-3p) showed changing patterns of expression in the newly generated tissue at the fracture site of the diabetic rat model. Tang et al. showed an upregulation of miR-203-3p, concluding that this miRNA can serve as a putative biomarker for diabetic bone loss and targets Smad1, inhibiting the BMP/Smad pathway and acting in that way as a suppressor of osteogenesis. In their study, Grieco et al. found that miR-21-5p and miR-148a-5p were upregulated in T1DM patients and correlated to markers of bone strength and metabolism, such as total body bone mineral density and circulating PTH [7].

To investigate the utility of circulating miRNAs as biomarkers of T2DM bone disease, we recently evaluated the circulating miRNA profiles of 80 postmenopausal women with and without T2DM [8]. With 48 significantly differentially expressed miRNAs, T2DM patients with fractures exhibited stronger shifts in circulating miRNAs relative to T2DM controls without fractures or the non-diabetic study arm (23 differentially regulated miRNAs). We confirmed these findings in an independent cohort of 168 T2D postmenopausal women [9], showing that specific miRNAs are associated with incident fragility fracture in older diabetic women, concluding that circulating miR-31-5p and miR-203a can be used as prognostic biomarkers for fracture risk in the context of T2D.

In order to further investigate the involvement of specific miRNAs in T2DM bone disease and anti-osteoporotic treatment options, here, we aimed to analyze serum and bone tissue samples from a well-established rat animal model of T2DM, the Zucker Diabetic Fatty (ZDF) model. This model has been previously described by us [10], revealing suppressed osteoblastogenesis as a cause and mechanism for low bone mass and impaired bone regeneration. We [11,12] and others [13] further showed that different treatment options such as anti-sclerostin (anti-scl), parathyroid hormone (PTH), or insulin have specific effects on the improvement of bone quality and bone healing in the context of T2DM using ZDF rats. In this study, we employed an optimized and untargeted microRNA next-generation sequencing (NGS) discovery assay called miND to quantify miRNA levels in serum and ulna samples from the ZDF rat model of T2DM collected in our earlier studies. With the generated NGS data, we performed hierarchical clustering analysis, univariate and multivariate statistical analysis, as well as gene target network analysis and cell-type enrichment analysis to select the most promising miRNA biomarker candidates for diabetic bone disease.

## 2. Results

### 2.1. Study Design

ZDF fa/fa rats spontaneously develop T2DM between the age of weeks 9 and 11 due to a homozygous mutation of the leptin receptor [10], whereas here, wild-type (WT) rats served as the non-diabetic control. Cryo-preserved serum and ulna bone tissue samples from 27 male ZDF rats (ZDF fa/fa) and 5 Zucker lean rats (ZDF +/+), known as WT rats, were obtained. The bone phenotype of all of the animals that were used for this study had previously been investigated [11,12,13] (Table 1). A 3 mm cross-sectional subcritical defect was created at the femur midshaft in all of the rats, as described by Hamann et al. [11]. Following the defect, the WT animals received placebo (water), PTH, and anti-sclerostin treatments for 12 weeks, while ZDF rats received placebo, PTH, anti-sclerostin, and insulin treatment (Table 1). Serum was collected from all the rats, while ulna bone samples were collected from both ZDF placebo groups and the PTH group.

### 2.2. Animal Phenotype Analysis

The animal phenotypes were re-analyzed from the previous data published by Hamann and Picke et al. [11,12,13]. Body weight (Figure 1A) did not significantly change in any group of ZDF rats, while glucose levels (Figure 1B) were significantly increased in all of the ZDF groups and was not rescued by any treatment. CTX (C-terminal telopeptide) levels showed a clear tendency to be increased in placebo-treated ZDF rats compared to WT rats (Figure 1C). The analysis of femoral bones (Figure 1D–F) was performed in all of the groups, but we lack data for anti-sclerostin-treated ZDF rats in this study. Only insulin treatment, not PTH treatment, increased the defect-healing capacity of the left femur (Figure 1D). The total and trabecular bone mineral density (BMD) (Figure 1E,F) showed significant increases under the PTH treatment, but not under insulin treatment. Analyses of L4 vertebra (Figure 1G,H) included anti-scl-treated ZDF rats and showed no effect of insulin treatment but a clear effect of PTH and an even stronger effect of anti-scl treatment on the total and trabecular BMD.

### 2.3. MiRNA Dysregulation in Serum and Bone Tissue of ZDF Rats

NGS analysis was performed on all 32 serum samples and 16 bone tissue samples obtained from WT and ZDF rats under the different treatments (Table 1). 

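The libraries analysed comprised 32 serum and 16 ulna bone samples. Serum came from WT rats given placebo (n = 5), PTH (n = 5) or anti-sclerostin (n = 4), and from ZDF rats given placebo (n = 5), PTH (n = 5), anti-sclerostin (n = 4) or insulin (n = 4). Ulna bone came from WT and ZDF rats given placebo or PTH (n = 4 in each group). According to Table 1, treatment lasted 12 weeks, with 25 mg/kg of the anti-sclerostin antibody, 75 µg/kg of PTH (parathyroid hormone), or insulin at 0.5 to 13 IU. The authors trimmed adapters with cutadapt, kept reads of at least 17 nt and mapped them with bowtie and miRDeep2. Mapping was first to the rat genome (Rnor 6.0, up to 2 mismatches) and then to the rat miRNAs of miRBase (up to 1 mismatch). They deposited the number of reads counted on each mature miRNA in each library, without normalization, next to RPM (reads of each miRNA scaled to the library total). Near-identical miRNAs, such as members of the let-7 family or miR-1-3p and miR-1b, can share reads under such a mapping, so their counts are uncertain. In serum, the reads counted on miRNAs ranged from 64957 to 205664 per library in WT placebo (median 119232), from 53249 to 153860 in WT PTH (median 88587) and from 47357 to 161686 in WT anti-sclerostin (median 92210). In ZDF rats they ranged from 48637 to 124422 under placebo (median 76854), from 65498 to 104745 under PTH (median 79847), from 28015 to 150605 under anti-sclerostin (median 65071) and from 60344 to 113163 under insulin (median 76159.5). In bone they ranged from 195045 to 952131 in WT placebo (median 482239.5) and from 41627 to 282285 in WT PTH (median 109023). In ZDF bones the range was 116097 to 1398702 under placebo (median 200997.5) and 191926 to 971036 under PTH (median 334262). From these counts, groups were compared with edgeR's quasi-likelihood test after TMM normalization, 2 groups at a time, over miRNAs with at least 1 read in the samples compared. Low-abundance miRNAs were removed by independent filtering on mean CPM (counts scaled by library size), at the quantile that left the most miRNAs with a false discovery rate (FDR, the Benjamini-Hochberg adjusted p-value) under 0.2. Levels are TMM-normalized CPM, as mean ± SD, and tests of differences between groups were two-sided. With all miRNAs of at least 1 read in the fit, the test estimated a spread that was shared over all miRNAs in most comparisons.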

The NGS data quality was checked on the basis of total reads obtained per sample and relative read mapping against miRNA reads (Supplementary Figure S1A,B). The total reads > 17 nt (after quality filtering and adapter trimming) ranged between 2 and 10 million reads, with 5% reads on average mapping against miRNAs. 

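With library totals taken from the authors' RPM values, the serum libraries held 3017240 to 10829922 reads and the bone libraries 2327292 to 8536011. The share of reads counted on miRNAs was 3.97% ± 4.55 (SD, n = 48) over all libraries. It was 1.60% ± 0.837 (SD, n = 32) in serum and 8.69% ± 5.26 (SD, n = 16) in bone, with a lowest value of 0.529% and a highest of 21.5%. In WT bones the share was 11.3% ± 4.59 (SD, n = 4) under placebo and 4.21% ± 2.79 (SD, n = 4) under PTH, a difference on the log2 scale with an exact permutation p = 0.0857 where 4 rats against 4 allow 0.0286 at the lowest. Serum libraries also held 51220 to 1008421 reads of the synthetic controls added at extraction, which were left out of the miRNA reads.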

Overall, 629 distinct miRNAs were detected in serum and bone tissue, of which, more than 250 miRNAs were detected per sample. 

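The files list 763 mature rat miRNAs, of which 629 had at least 1 read in 1 library. In serum 534 were detected and in bone 603. Each serum library held reads of 251 to 366 miRNAs and each bone library of 251 to 504.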

Of these, more than 100 miRNAs showed a read count of >10 reads (Supplementary Figure S1C). 

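The number of miRNAs with more than 10 reads was 100 to 197 per serum library and 120 to 323 per bone library.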

First, we analyzed miRNA changes in serum and bone in five animals in each of the placebo-treated ZDF and WT rat groups using an adjusted *p*-value cut-off of 0.2 (FDR < 20%) to identify differentially expressed miRNAs. 

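The serum comparison used 5 placebo-treated ZDF rats and 5 placebo-treated WT rats. For bone, 4 libraries were analysed in each of these groups. The reads counted on miRNAs did not separate ZDF from WT rats in serum (exact permutation p = 0.151) or in bone (exact permutation p = 0.486).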

Out of the 629 detected miRNAs, 161 serum and 208 ulna bone miRNAs were included in the analysis after filtering for low-abundance miRNAs (Figure 2). 

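In the re-analysis, 471 miRNAs had at least 1 read in the placebo sera, and independent filtering kept the 370 with a mean of at least 3.48 CPM. In bone, 579 miRNAs had at least 1 read and 231 were kept, with a mean of at least 37.4 CPM. When low counts were instead removed before the fit by edgeR's filterByExpr, 164 miRNAs remained in serum and 235 in bone.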

In the serum of placebo-treated ZDF rats, we identified eight significantly upregulated and four downregulated miRNAs (Figure 2A) compared to WT rats.

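In serum, 37 miRNAs passed FDR < 0.2, with 12 higher and 25 lower in ZDF rats. The filterByExpr setting moved this count most, to 10 miRNAs (7 higher, 3 lower). The same count was obtained when independent filtering followed filterByExpr, a setting chosen after the data were examined and called the pre-filtered test here. Of the 12 miRNAs labelled in Figure 2A, 11 passed in the main test and 10 in the pre-filtered test. Rno-miR-802-5p was at a mean of 805 CPM in ZDF (193 to 1256, n = 5) and 114 in WT sera (41.9 to 176, n = 5), a log2 fold change of 2.68 (standard error 0.46, FDR 8.36e-07). Rno-miR-375-3p reached 3333 ± 1688 CPM (SD, n = 5) against 625 ± 629 (SD, n = 5), a log2 fold change of 2.28 (standard error 0.38, FDR 8.36e-07). The log2 fold change was 2.05 for rno-miR-122-3p (standard error 0.49, FDR 0.00109), 1.65 for rno-miR-31a-5p (standard error 0.50, FDR 0.0227) and −1.88 for rno-miR-27a-5p (standard error 0.46, FDR 0.00200). For these 5 miRNAs every ZDF rat lay on one side of every WT rat (exact permutation p = 0.00794 each, the smallest that 5 rats against 5 allow). Groups overlapped for the other miRNAs of Figure 2A. The log2 fold changes were 1.71 for rno-miR-192-5p (FDR 0.000147), 1.90 for rno-miR-122-5p (FDR 0.000799) and 1.04 for rno-miR-145-5p (FDR 0.0608). Rno-miR-122-5p ran from 53.7 to 1218 CPM within the ZDF group (exact permutation p = 0.0952). The log2 fold change of rno-miR-218a-5p was −2.76 (standard error 0.55, FDR 6.49e-05), and fell in size to −1.72 without the WT rat that held 1015 CPM against 49.7 to 209 in the other WT rats. The pre-filtered test did not include it. Rno-miR-100-5p had a log2 fold change of −1.35 (FDR 0.0227, exact permutation p = 0.135). Rno-miR-320-3p was 0.78 higher on the log2 scale and did not pass (FDR 0.220; 0.321 in the pre-filtered test). Outside the paper's list, 3 rare miRNAs had the largest changes without overlap of the groups in CPM. Rno-miR-192-3p was counted at 2 to 9 reads in ZDF and 0 to 2 in WT sera, rno-miR-802-3p at 1 to 4 against 0 to 1, and rno-miR-125b-1-3p at 0 against 1 to 7. As reads, the groups met at 2 for rno-miR-192-3p and at 1 for rno-miR-802-3p. For these their separation rests on the scaling to library size. With each rat left out in turn, the number of miRNAs with FDR < 0.2 ran from 22 to 48.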

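In ulna bone, 29 miRNAs passed FDR < 0.2 between placebo-treated ZDF and WT rats, with 11 higher and 18 lower in ZDF rats. The pre-filtered test gave 23 (9 higher, 14 lower). Of the 37 miRNAs listed for bone in Figure 2C, 28 passed in the main test and 22 in the pre-filtered test. The lowest FDR of any miRNA was 0.0828, for rno-miR-214-3p, which fell to 612 ± 346 CPM (SD, n = 4) from 2635 ± 1564 (SD, n = 4), a log2 fold change of −2.08 (standard error 0.50). The log2 fold change was −2.36 for rno-miR-455-3p, −2.28 for rno-miR-328a-3p, −1.91 for rno-miR-326-3p and −1.65 for rno-miR-15b-5p, with an FDR of 0.104 each. The groups overlapped for all 5 of these miRNAs. Rno-miR-1-3p rose by 1.25 on the log2 scale (standard error 0.34), rno-miR-1b by 1.23 (standard error 0.37), rno-miR-30a-3p by 1.21 (standard error 0.37) and rno-miR-206-3p by 1.16 (standard error 0.36), again with an FDR of 0.104. Their groups did not overlap (exact permutation p = 0.0286 each, the smallest that 4 rats against 4 allow), nor did those of rno-miR-98-5p (log2 fold change 1.10), rno-miR-672-5p (1.47) and rno-miR-30c-2-3p (0.94, or 0.65 with FDR 0.700 without the ZDF bone that held 604 CPM). Of the 579 miRNAs with a read, 27 had groups without overlap, where chance gives 2.86%. Whether other tissue in the samples, such as muscle, differed between these 2 groups alone was not tested.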

In bone tissue, the same group comparison identified 10 significantly upregulated and 27 downregulated miRNAs (Figure 2B). 

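Between the serum and bone comparisons of placebo-treated ZDF and WT rats, 229 miRNAs were tested in both tissues. Of these, 21 passed FDR < 0.2 in serum and 29 in bone. Rno-miR-125b-5p, rno-miR-15b-5p and rno-miR-199a-3p passed in both, each in the same direction in the 2 tissues. This overlap of 3 was not larger than chance gives (Fisher's exact test, odds ratio 1.17, p = 0.736). According to the paper the placebo bones came from rats whose serum was also used, and the test takes the tissues as independent. In the pre-filtered test the overlap was 1 miRNA, rno-miR-199a-3p.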

Among all of the miRNAs dysregulated in the serum and bone tissue of ZDF rats, only one miRNA (rno-miR-199a-3p) was found to be shared (downregulated) in both compartments (Figure 2C). 

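Rno-miR-199a-3p was at 212 ± 96.6 CPM (SD, n = 5) in the serum of placebo-treated ZDF rats and at 703 ± 343 (SD, n = 5) in WT rats. Its log2 fold change in serum was −1.87 (standard error 0.44, FDR 0.00109; exact permutation p = 0.0159). In bone it was at 5292 ± 1323 CPM (SD, n = 4) in ZDF and 11259 ± 7406 (SD, n = 4) in WT rats, a log2 fold change of −1.08 (standard error 0.40, FDR 0.148). Every ZDF bone lay below every WT bone. A single WT bone held 22275 CPM against 6764 to 8934 in the other WT bones. Without it the log2 fold change in bone was −0.53 (FDR 0.492).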

In serum, a log_2_ fold change (log_2_FC) of −1.8 (FDR = 0.028), and in ulna bone, a log_2_FC of −1.2 (FDR = 0.16) was observed.

### 2.4. Effect of PTH, Anti-Sclerostin, and Insulin Treatment on MiRNA Serum Levels and Bone Tissue Expression

To compare serum miRNA patterns in placebo vs. treated ZDF rats, the unsupervised analysis of all serum samples was performed based on the expression values of miRNAs with changes in placebo-treated ZDF vs. WT rats (top 30 with *p*-value < 0.1). 

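The 30 miRNAs with the smallest p-values between placebo-treated ZDF and WT sera were used to cluster all 32 serum libraries, by average linkage on the correlation of standardized log2 CPM with a pseudocount of 1. Of the 2 clusters, the first held 5 of 5 placebo-treated, 3 of 5 PTH-treated, 2 of 4 anti-sclerostin-treated and 4 of 4 insulin-treated ZDF rats. It also held 1 of 5 placebo-treated, 3 of 5 PTH-treated and 2 of 4 anti-sclerostin-treated WT rats. The second held the other sera. A division of WT, insulin-treated and anti-sclerostin-treated ZDF rats from placebo- and PTH-treated ZDF rats would place 18 of the 32 libraries as found. With Euclidean distance or complete linkage it was 17, and with other choices of miRNAs 18 or 19. Without each library in turn it was 16 to 23. The 2 clusters were matched to this division in the order that placed more libraries, so the count cannot fall below 16. A count of 18 is thus close to the lowest possible. The 30 miRNAs were chosen on the placebo-treated sera, which favours a separation of those ZDF and WT rats in advance.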

The heatmap and hierarchical clustering (Supplementary Figure S2) shows two main clusters: one consisting of WT animals as well as insulin- and anti-sclerostin-treated ZDF animals, and a second cluster consisting of placebo- and PTH-treated ZDF samples, indicating that insulin and anti-sclerostin treatment but not PTH treatment could reverse miRNA changes in serum.

Indeed, a groupwise comparison showed that anabolic treatment using anti-sclerostin resulted in the significant (FDR < 0.2) regulation of seven miRNAs (four up, three down) compared to placebo-treated ZDF rats (Figure 3A). 

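The main test gave 24 miRNAs with FDR < 0.2 (10 higher, 14 lower) among 299 tested in anti-sclerostin-treated (n = 4) and placebo-treated (n = 5) ZDF rats. The pre-filtered test gave 7 (4 higher, 3 lower), the 7 labelled in Figure 3A, of which 5 passed in the main test. Rno-miR-143-3p fell to 3982 ± 2987 CPM (SD, n = 4) from 22674 ± 20832 (SD, n = 5), a log2 fold change of −2.65 (standard error 0.42, FDR 7.93e-08; 0.123 in the pre-filtered test). The groups overlapped. Rno-miR-126a-3p fell to 1560 ± 385 CPM (SD, n = 4) from 3904 ± 820 (SD, n = 5), a log2 fold change of −1.40 (standard error 0.43, FDR 0.0498). Every treated rat lay below every placebo-treated rat (exact permutation p = 0.00794, the smallest possible here). Rno-miR-24-3p rose by 1.02 on the log2 scale (standard error 0.38, FDR 0.155) and rno-miR-138-5p by 1.15 (standard error 0.47, FDR 0.195). Rno-miR-130a-3p rose by 0.95 (standard error 0.40) and rno-miR-29b-3p by 0.98 (standard error 0.49). Neither passed in the main test, with an FDR of 0.206 and 0.367, and both passed in the pre-filtered test, with an FDR of 0.198 each. Their groups did not overlap, and rno-miR-29b-3p was at 633 ± 235 CPM (SD, n = 4) under anti-sclerostin and 320 ± 88.7 (SD, n = 5) under placebo. Outside the paper's list, rno-let-7f-2-3p was counted at 2 to 10 reads in treated rats and 0 to 1 under placebo. Leaving out each rat in turn gave 8 to 52 miRNAs. For both genotypes, Table 1 cites another original study for the anti-sclerostin-treated rats than for the placebo-treated rats. A difference between the studies can therefore not be told apart from an effect of anti-sclerostin.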

The treatment of ZDF animals with insulin significantly (FDR < 0.2) changed the levels of 42 miRNAs (18 up, 24 down) compared to placebo-treated ZDF rats (Figure 3B). 

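Insulin-treated ZDF rats (n = 4) differed from placebo-treated ZDF rats (n = 5) in 49 miRNAs with FDR < 0.2 (17 higher, 32 lower) among 309 tested, and the pre-filtered test gave 40 (17 higher, 23 lower). Of 38 labels that can be read in Figure 3B, 30 passed in the main test and 34 in the pre-filtered test. Rno-miR-25-3p rose to 86937 ± 27046 CPM (SD, n = 4) from 35173 ± 7509 (SD, n = 5), a log2 fold change of 1.26 (standard error 0.30, FDR 0.00179), with every insulin-treated rat above every placebo-treated rat (exact permutation p = 0.00794). Rno-miR-106b-3p rose by 1.67 on the log2 scale (standard error 0.40, FDR 0.00179). Rno-miR-150-5p fell to 2263 ± 714 CPM (SD, n = 4) from 5440 ± 3523 (SD, n = 5), a log2 fold change of −1.27 (standard error 0.32, FDR 0.00269), with overlapping groups. The erythrocyte miRNA rno-miR-451-5p had the lowest FDR. It was at 156090 ± 47366 CPM (SD, n = 4) under insulin and 29149 ± 12223 (SD, n = 5) under placebo, a log2 fold change of 2.33 (standard error 0.31, FDR 1.76e-11). Among rare miRNAs, rno-miR-1247-5p was counted at 0 to 1 reads under insulin and 6 to 16 under placebo, rno-miR-200b-3p at 0 against 1 to 3, and rno-miR-328b-3p at 0 against 1 to 4. The scaling changed the balance of directions. Library totals in place of TMM gave 82 miRNAs (10 higher, 72 lower) and moved the median log2 fold change of all miRNAs by −0.30. The size factors of DESeq2 gave 50 (26 higher, 24 lower) and moved it by 0.15.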

To identify which miRNAs dysregulated in placebo-treated ZDF rats compared to WT rats could potentially be rescued by treatment to normal WT levels, we overlapped those dysregulated miRNAs in ZDF rats with the miRNAs dysregulated by treatment in ZDF rats compared to placebo-treated ZDF rats. 

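Between the serum miRNAs that passed FDR < 0.2 for ZDF against WT rats and those that passed for anti-sclerostin in ZDF rats, 7 passed in both, among 299 tested in both comparisons (Fisher's exact test, odds ratio 4.70, p = 0.00422). Both comparisons use the same placebo-treated ZDF rats, so the independence that the test assumes does not hold. Of the 7, 5 changed in opposite directions: rno-miR-145-5p, rno-miR-218a-5p, rno-let-7f-2-3p, rno-miR-344a-3p and rno-miR-6324. Of these, rno-miR-344a-3p and rno-miR-6324 were named here after their values were seen. In the pre-filtered test the overlap was 1 miRNA, rno-miR-145-5p.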

By doing so, we identified one miRNA (rno-miR-145-5p) that overlapped with the effects of anti-sclerostin treatment, which could potentially rescue this miRNA to WT levels, as shown in the upper central area of the VENN diagram (Figure 3C). Anti-sclerostin treatment also induced the downregulation of five miRNAs in WT rats compared to the placebo treatment, including miR-199a-3p and miR-145-3p (Supplementary Figure S4). 

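In WT rats, 17 miRNAs passed FDR < 0.2 between anti-sclerostin (n = 4) and placebo (n = 5), with 2 higher and 15 lower among 305 tested. The pre-filtered test gave 4, all lower: rno-miR-199a-3p and, named after their values were seen, rno-miR-143-3p, rno-miR-451-5p and rno-miR-3473. Rno-miR-199a-3p fell to 177 ± 184 CPM (SD, n = 4), a log2 fold change of −1.94 (standard error 0.52, FDR 0.0225; 0.155 in the pre-filtered test). The exact permutation p was 0.0238. Rno-miR-145-3p fell to 27.1 ± 16.4 CPM (SD, n = 4) from 155 ± 108 (SD, n = 5), a log2 fold change of −2.46 (standard error 0.71, FDR 0.0367), without overlap of the groups. It was counted at 1 to 5 reads in treated rats and was not included in the pre-filtered test. The log2 ratio of miR-451-5p to miR-23a-3p is a measure of hemolysis. The ratio was −0.45 ± 0.88 (SD, n = 4) under anti-sclerostin and 1.50 ± 1.70 (SD, n = 5) under placebo. With this ratio as a covariate, 1 miRNA passed in place of 17, and rno-miR-145-3p did not. Over the alternatives the FDR of rno-miR-199a-3p ran from 0.00819 to 0.853. An effect of hemolysis on these falls is thus not excluded.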

In the bottom and left area of the VENN diagram, seven miRNAs (rno-miR-802-5p, rno-miR-122-3p, rno-miR-375-3p, rno-miR-27a-5p, rno-miR-31a-5p, rno-miR-192-5p, and rno-miR-122-5p) were found to overlap between ZDF vs. WT and ZDF insulin vs. ZDF placebo, suggesting a potential rescue effect of insulin treatment in miRNAs to normal wild-type miRNA levels (Figure 3C). 

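Among 307 miRNAs tested in both comparisons, 12 passed FDR < 0.2 in both and 11 of these changed in opposite directions (Fisher's exact test for the overlap, odds ratio 5.02, p = 0.000257). Both comparisons use the same placebo-treated ZDF rats, which favours such an overlap, so the independence that the test assumes does not hold. In the pre-filtered test, 7 miRNAs changed in opposite directions, the same 7 that the paper names. Relative to placebo-treated ZDF rats, the log2 fold change under insulin was −1.48 for rno-miR-192-5p (standard error 0.31, FDR 0.000207), 1.72 for rno-miR-27a-5p (standard error 0.43, FDR 0.00269) and −1.82 for rno-miR-31a-5p (standard error 0.50, FDR 0.00883). It was −1.66 for rno-miR-122-3p (standard error 0.45, FDR 0.00883), −1.15 for rno-miR-375-3p (standard error 0.32, FDR 0.00997), −1.37 for rno-miR-122-5p (standard error 0.39, FDR 0.00997) and −0.95 for rno-miR-802-5p (standard error 0.38, FDR 0.0976). In the pre-filtered test the FDR of these 7 lay between 0.0616 and 0.165. Only for rno-miR-31a-5p did the insulin group, 88.7 ± 35.0 CPM (SD, n = 4), lie wholly below the placebo group (exact permutation p = 0.0159). The exact permutation p was 0.0317 for rno-miR-27a-5p, 0.0476 for rno-miR-122-3p, 0.0556 for rno-miR-192-5p, 0.0635 for rno-miR-375-3p, 0.238 for rno-miR-802-5p and 0.365 for rno-miR-122-5p. The sera also differed in the log2 ratio of miR-451-5p to miR-23a-3p, a measure of hemolysis, which was 3.52 ± 0.254 (SD, n = 4) under insulin and 0.68 ± 0.741 (SD, n = 5) under placebo, without overlap of the groups, so that the ratio and the treatment can hardly be separated. With this ratio as a covariate, the log2 fold change under insulin was 0.0097 for rno-miR-802-5p, −1.18 for rno-miR-27a-5p and 0.22 for rno-miR-31a-5p. It kept its direction for the other 4, at −2.98 for rno-miR-375-3p, −1.44 for rno-miR-192-5p, −0.11 for rno-miR-122-3p and −0.044 for rno-miR-122-5p. From the overlap of the lists for genotype and for insulin, the paper proposes a possible rescue of these miRNAs to WT levels.

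**Figure D1:**
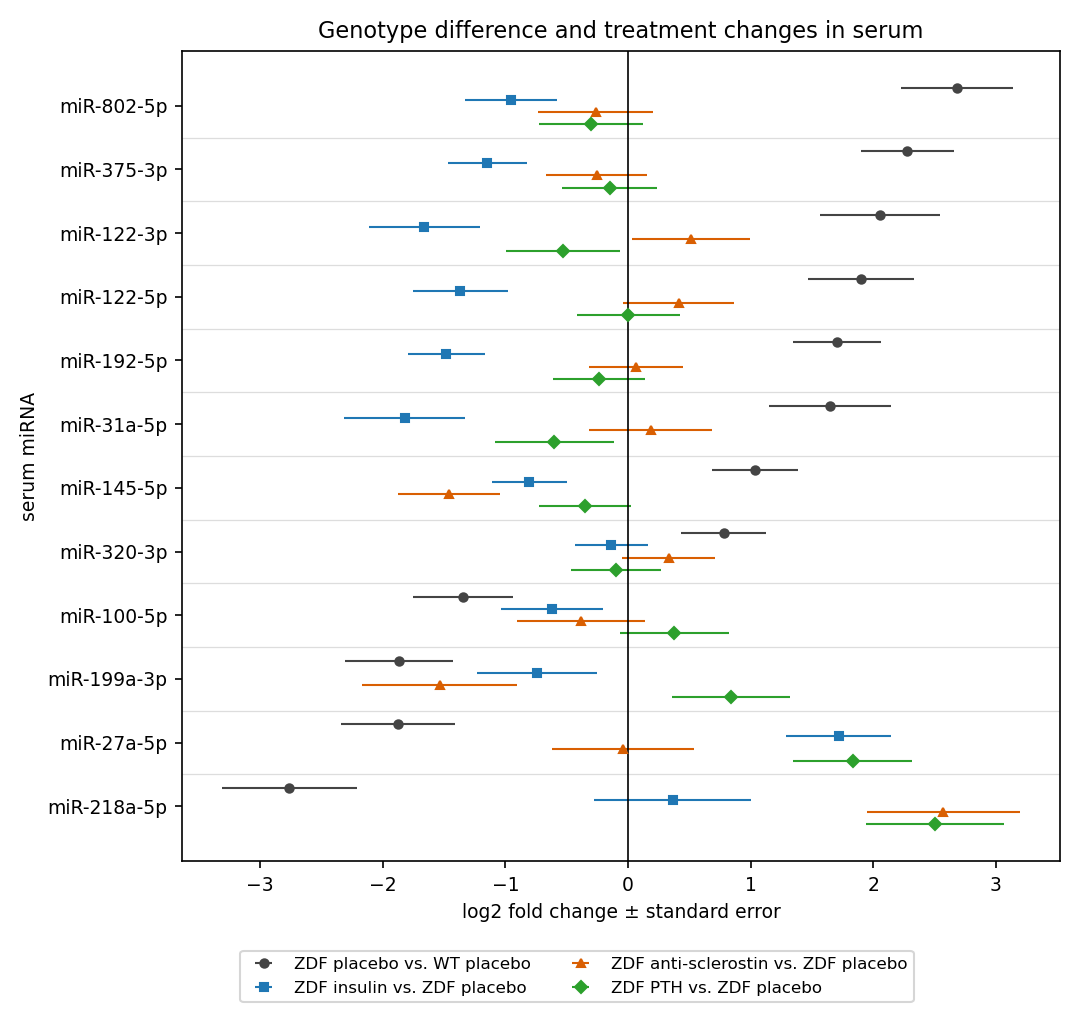
Log2 fold change ± standard error of the 12 serum miRNAs of Figure 2A, for placebo-treated ZDF against WT rats (circles) and for insulin (squares), anti-sclerostin (triangles) and PTH (diamonds) against placebo in ZDF rats. Under insulin, 10 of the 12 moved in the direction opposite to the genotype difference, under anti-sclerostin 4 and under PTH 11.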

Unlike anti-sclerostin and insulin treatments, anabolic treatment by PTH did not induce any significant dysregulation in circulating miRNAs in ZDF or in WT rats (Supplementary Figure S5A,B). 

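Between PTH-treated and placebo-treated ZDF rats (n = 5 each), 5 serum miRNAs passed FDR < 0.2 among 462 tested, all higher under PTH, and the pre-filtered test gave 0, with 4 of 154 miRNAs at an unadjusted p under 0.05. In WT rats (n = 5 each) 3 passed among 278 tested, and the pre-filtered test gave 0, with 2 of 170 at an unadjusted p under 0.05. The 5 in ZDF rats, named after their values were seen, were rno-miR-218a-5p (log2 fold change 2.50, FDR 0.00449), rno-miR-27a-5p (1.83, FDR 0.0241), rno-miR-146b-5p (1.51, FDR 0.0945), rno-miR-217-5p and rno-miR-344a-3p. The last was at 0 reads in 8 of the 10 sera and rno-miR-217-5p in 5. In WT rats they were rno-miR-192-3p, rno-miR-802-5p (log2 fold change 1.80, FDR 0.183) and rno-miR-451-5p (−1.32, FDR 0.197), also named after their values were seen. For none of these did the groups separate, and every exact permutation p was 0.05 or more. PTH-treated and placebo-treated sera did not differ in miRNA reads in ZDF (exact permutation p = 0.532) or WT rats (exact permutation p = 0.405).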

In ulna bone tissue, PTH treatment did not induce any significant changes in the miRNA patterns as compared to the placebo treatment (Supplementary Figure S5C), but it did show profound effects in WT rats compared to the placebo treatment (Supplementary Figure S5D). 

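In ZDF bones (n = 4 each) no miRNA passed FDR < 0.2 between PTH and placebo among 569 tested, and 42 had an unadjusted p under 0.05. The lowest FDR was 0.641. In WT bones (n = 4 each) 55 miRNAs passed among 387 tested, with 19 higher and 36 lower, and the pre-filtered test gave 30 (10 higher, 20 lower). For 48 of the 55 the exact permutation p was 0.05 or more, where 4 bones against 4 allow 0.0286 at the lowest. The WT PTH libraries were the shallowest of the bone groups, with a difference in miRNA reads from WT placebo at an exact permutation p = 0.0571. The largest changes without overlap of the groups were in rare miRNAs. Rno-let-7b-3p was counted at 0 reads under PTH and 2 to 17 under placebo, rno-miR-6328 at 0 against 1 to 10 and rno-miR-219a-2-3p at 0 against 1 to 12. Of the 55 miRNAs, 44 changed in the same direction in ZDF bones.

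**Figure D2:**
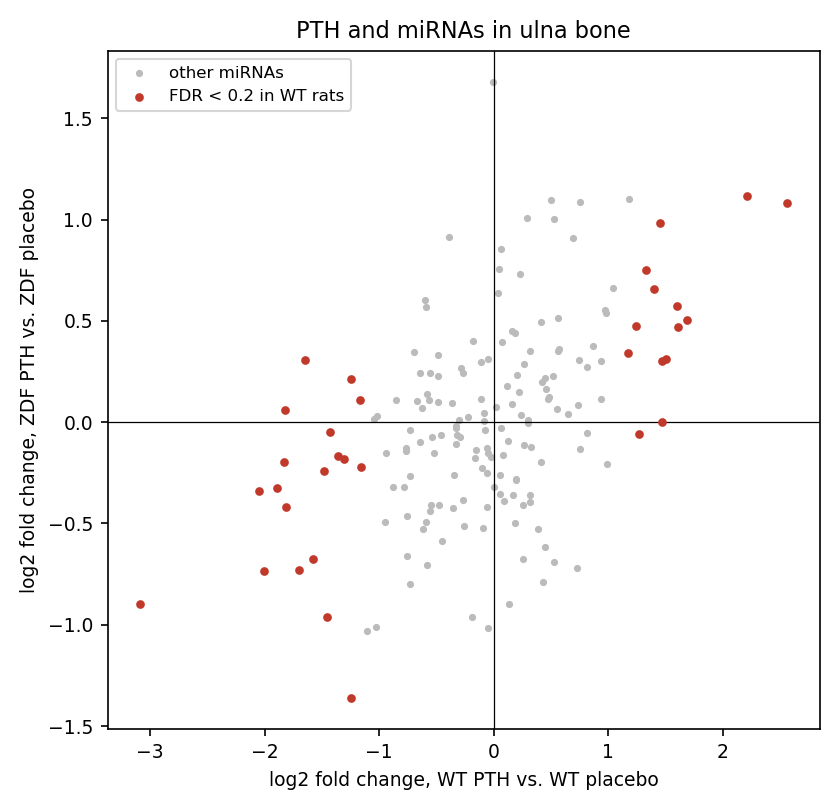
Log2 fold change between PTH and placebo in ulna bone of WT rats (horizontal axis) and ZDF rats (vertical axis) for the 177 miRNAs with a mean of at least 100 CPM over the bone libraries, with those at FDR < 0.2 in WT rats in red. Of these 33 red points, 28 lie in the same direction in both genotypes, and the correlation across the 177 miRNAs, which are not independent replicates, was 0.49.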

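Reads of rno-miR-31a-3p were looked for in the bones of PTH-treated and placebo-treated WT rats. It was counted at 0 reads in each of these 8 libraries, where 3 reads were taken as the smallest number that can show a miRNA. The other arm of its precursor, rno-miR-31a-5p, was counted at 1 to 24 reads under PTH and 13 to 270 under placebo.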

In total, 19 miRNAs (9 up, 10 down) were differentially regulated and, similar to insulin treatment in ZDF rats, a downregulation of miR-31a-3p was observed.

### 2.5. Anti-Scl and Insulin Treatment Rescue Serum Levels of Different MiRNAs in ZDF Rats

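In the serum of ZDF rats, rno-miR-199a-3p changed by −1.54 on the log2 scale under anti-sclerostin (standard error 0.63, FDR 0.194) and by −0.74 under insulin (standard error 0.49, FDR 0.444), each relative to placebo. Its direction was that of the difference between ZDF and WT rats. Rno-miR-218a-5p was at 369 ± 427 CPM (SD, n = 4) under anti-sclerostin and 46.2 ± 27.3 (SD, n = 5) under placebo, a log2 fold change of 2.57 (standard error 0.62, FDR 0.00562). The treated rats ran from 5.87 to 865 CPM and overlapped the placebo group (exact permutation p = 0.468). Under insulin its log2 fold change was 0.37 (FDR 0.798). Rno-miR-320-3p changed by 0.33 under anti-sclerostin (FDR 0.780) and −0.14 under insulin (FDR 0.838), where the sign was positive with the size factors of DESeq2. Rno-miR-100-5p changed by −0.39 (FDR 0.817) and −0.62 (FDR 0.454). Neither rno-miR-199a-3p nor rno-miR-218a-5p was included in the pre-filtered test of anti-sclerostin.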

Out of the 12 dysregulated miRNAs in placebo-treated ZDF rats compared to WT rats, 4 (rno-miR-199a-3p, rno-miR-218a-5p, rno-miR-320-3p, and rno-miR-100-5p) were not changed under anti-Scl or insulin treatment (Figure 4A–D). 

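Rno-miR-145-5p was at 3302 ± 724 CPM (SD, n = 5) in placebo-treated WT, 7308 ± 3279 (SD, n = 5) in placebo-treated ZDF and 2681 ± 164 (SD, n = 4) in anti-sclerostin-treated ZDF sera. Between the ZDF groups the log2 fold change was −1.46 (standard error 0.42, FDR 0.0225; 0.186 in the pre-filtered test). The groups did not overlap (exact permutation p = 0.0159). Between anti-sclerostin-treated ZDF and placebo-treated WT rats it was −0.39 (standard error 0.45, FDR 0.727). Under insulin it changed by −0.81 (standard error 0.31), with an FDR of 0.0874 in the main test and 0.213 in the pre-filtered test.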

Rno-miR-145-5p was upregulated in placebo-treated ZDF rats (vs. WT) and downregulated by anti-Scl treatment (Figure 4E and Table 2). 

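The sera of insulin-treated ZDF rats (n = 4) were also set against those of placebo-treated WT rats (n = 5), between which 43 miRNAs passed FDR < 0.2 (16 higher, 27 lower). Rno-miR-802-5p remained higher in the insulin-treated rats, at 423 ± 112 CPM (SD, n = 4), a log2 fold change of 1.90 (standard error 0.52, FDR 0.0113), with no overlap with the WT group (exact permutation p = 0.00794). Rno-miR-375-3p also remained higher, at 1542 ± 573 CPM (SD, n = 4), a log2 fold change of 1.28 (standard error 0.41, FDR 0.0340), with overlapping groups. The other 5 of the miRNAs of Figure 4F–L did not differ from WT rats at FDR < 0.2 in the main test. Their log2 fold changes were 0.72 for rno-miR-122-5p, 0.57 for rno-miR-122-3p, 0.38 for rno-miR-192-5p, −0.04 for rno-miR-31a-5p and −0.01 for rno-miR-27a-5p, with standard errors of 0.37 to 0.65. With the hemolysis ratio as a covariate, rno-miR-192-5p was higher than in WT rats, by 1.86 on the log2 scale (FDR 0.00457; 0.00457 to 0.996 over the alternatives). Against PTH-treated in place of placebo-treated ZDF rats, 6 of the 7 changed under insulin in the same direction. Rno-miR-192-5p (log2 fold change −1.13, standard error 0.41) and rno-miR-122-5p (−1.22, standard error 0.49) passed, with an FDR of 0.134 and 0.154.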

Finally, insulin treatment in ZDF rats reversed the circulating levels of seven miRNAs to the levels observed in placebo-treated WT rats (Figure 4F–L and Table 2).

In order to investigate the cellular origin and putative biological function of miRNAs found to be dysregulated in serum as well as in bone tissue, we analyzed miRNA tissue enrichments and constructed mRNA target interaction networks.

### 2.6. Gene Target and Network Analysis Comprises Pathways Involved in Bone Biology and Osteoporosis Potentially Targeted by the Dysregulated MiRNAs in ZDF Rats in Serum and in Ulna Bone

In order to obtain a miRNA-targeted gene network, we mapped 12 circulating miRNAs that were differentially dysregulated in ZDF rats compared to WT rats (Figure 2A) to their experimentally confirmed target mRNAs using miRNet 2.0. The resulting list of gene–miRNA interactions was filtered for genes with at least four gene–miRNA interactions, narrowing down this list to 183 targeted genes. Next, pathway enrichment analysis was performed on this list of genes based on the KEGG, Reactome, and DisGeNET classifications to explore known biological pathways and diseases in which the targeted genes are involved. From the list of enriched (FDR < 0.05) pathways, we selected those relevant to bone biology and bone disease (“pathways of interest”, Supplementary Table S1). We identified 34 target genes in the pathways of interest of which 15 genes were present in more than three pathways. Prominent genes were *RHOA*, *AKT1*, *RAC1*, *MDM2*, *CDKN1A*, and *VEGFA*, which play important roles in TGF-beta and mTOR signaling (KEGG database), signaling by Wnt and by NOTCH (Reactome database), and in complications in diabetes mellitus (DisGeNET database).

Using the same approach, we mapped 37 miRNAs differentially dysregulated in the ulna bones of placebo-treated ZDF rats vs. placebo-treated WT rats (Figure 2B) against experimentally verified targets. By using a degree filter of two miRNA interactions for each gene, 161 targeted genes were identified, of which, 38 genes were associated with pathways of interest obtained through KEGG, Reactome, and DisGeNET databases. Sixteen genes were frequently present (more than three times) in the pathways of interest (Table 3), such as *SMAD2*, *CRK*, and *YWHAB*, which play important roles in TGF-beta, neurotrophin, and MAPK signaling (KEGG database), and also NGF signaling via TRKA and VEGFA-VEGFR2. Other genes of interest were *CDKN1B*, *AGO1*, and *MDM2*, which are involved in cellular senescence, as well as DAP12 and EGFR signaling pathways (Reactome database). *NOTCH2* and *CCND1* also appeared in our analysis in the Reactome database, being involved in NOTCH signaling and, interestingly, in the DisGeNET database, being involved in bone complications such as acro-osteolysis and pathological fractures. To elucidate which were the potential genes jointly targeted by both circulating and bone miRNAs, we overlapped the frequently present genes (present more than three times) in the pathways targeted by dysregulated miRNAs in ZDF rats in both serum and ulna bone (Supplementary Figure S6), which showed three overlapping genes: *MDM2*, *TNRC6A* (Trinucleotide Repeat Containing 6A), and *TNRC6B* (Trinucleotide Repeat Containing 6B).

*MDM2*, *TNRC6A*, and *TNRC6B* are involved in pathways relevant to bone physiology and are targeted by dysregulated circulating miRNAs such as cellular senescence, SCF-KIT signaling, DAP12 signaling, and particularly *TNRC6A* and *TNRC6B*, which are also involved in NOTCH and Wnt signaling pathways (Supplementary Table S1). On the other hand, our network analysis showed that *MDM2*, *TNRC6A*, and *TNRC6B* are targeted by dysregulated bone miRNAs while being involved in cellular senescence, PI3K/AKT activation, and NOTCH, TGF-beta, NGF, SCF-KIT, DAP12, and EGFR signaling pathways (Table 3).

### 2.7. Gene Target and Network Analyses Reveal Several Pathways Involved in Bone Biology and Osteoporosis as Potential Targets for the Dysregulated MiRNAs in ZDF Rescued by Insulin

In order to identify the putative underlying mechanisms of the seven miRNAs rescued by insulin in T2D-based bone pathology, we performed a gene network analysis of genes targeted by these circulating miRNAs (Table 2). Again, experimentally verified targets were identified through miRNet 2.0, and the list of gene–miRNA interactions was filtered for genes with at least two miRNA interactions, resulting in 282 target genes.

After gene set enrichment analysis against KEGG, Reactome, and DisGeNET annotations, a total of 54 genes were selected for their presence in pathways of interest (Figure 5), of which, 19 genes were frequently (more than three times) present in the identified pathways (Table 4). For example, *RHOA*, *AKT1*, and *MYC* were identified, which play important roles in pathways from both KEGG and Reactome databases such as Wnt, VEGFA, NGF, and SCF-KIT signaling (Table 4). Other genes such as *XIAP*, *ACTB*, *RICTOR*, and *AGO2* and *AGO3* are involved in pathways such as apoptosis and focal adhesion (KEGG database) and NOTCH signaling, FGFR signaling, and Ca2+ pathways (Reactome database). The *LRP5* gene is involved in Wnt signaling (KEGG and Reactome databases) and also in several bone complications such as osteopetrosis, increased fracture rate, and osteoporosis with pseudoglioma (DisGeNET database).

### 2.8. Cell-Type Enrichment Analysis Reveals Distinct Putative Donor Cell Types of the Dysregulated and Rescued MiRNAs in ZDF Rats

In principle, circulating miRNAs can originate from any cell type. However, approximately 5–10% of all miRNAs are transcribed at higher levels in only a few cell types, resulting in cell-type-specific miRNAs (“cell-type enrichment”). In order to determine a putative cellular origin of miRNAs dysregulated in serum, we retrieved the cell expression profiles as well as the associated cell ontology terms for all significantly dysregulated circulating miRNAs identified in this study from the FANTOM5 database (Supplementary Figures S3 and S6).

First, we analyzed the potential origin of circulating miRNAs that changed in ZDF rats versus WT rats but were not rescued by any treatment. Surprisingly, miR-100-5p and miR-199a-3p were found to be highly enriched in mesenchymal stem cell (MSC)-derived tissues, showing the highest expression in osteoblasts, fibroblasts, chondrocytes, adipocytes, and muscle cells (Supplementary Figure S3A,C). Similarly, miR-218-5p was found to be highly expressed in MSC derived tissues such as stroma, muscle, and fat, but not bone (Supplementary Figure S3B). Last, miR-320a was shown to be enriched in epithelial cells, but also in MSCs and their derived cells thereof such as chondrocytes and smooth muscle cells (Supplementary Figure S3D). This miRNA was also transcribed at lower levels in skeletal muscle cells and osteoblasts.

Next, we focused on the seven circulating miRNAs that were rescued by insulin treatment. From these, miR-375 (Figure 6A) was found to be enriched and highly expressed in the pituitary gland, while miR-192-5p (Figure 6B) appeared to be highly expressed in intestinal and prostate epithelial cells and in hepatocytes. miR-122-5p, as well as miR-122-3p, was found to be enriched in hepatocytes (Figure 6C,D). miR-31-5p appeared to be enriched in the epithelial cells of internal surfaces (Figure 6E) and was also transcribed at lower levels in MSCs and their derived cells. miR-145-5p (Figure 6F), the only circulating miRNA rescued by anti-sclerostin, was found to be highly enriched in MSCs and their derived cells, especially osteoblasts, fibroblasts adipocytes, and muscle cells.

## 3. Discussion

We hypothesized that the dysregulation of miRNA expression in bone tissue, as well as systemic dysregulation in serum, could be relevant to the phenotypes observed in the ZDF rat model of diabetic osteoporosis. Therefore, we used small RNA-sequencing analysis for the untargeted characterization of miRNA levels in serum and bone samples from WT as well as ZDF rats under anti-sclerostin, PTH, and insulin treatment.

### 3.1. MiR-199a-3p Is Jointly Downregulated in Serum and Bone Tissue of ZDF vs. WT Rats

Although several miRNAs were found to be dysregulated in the bone or serum of ZDF rats (Figure 2C), only one miRNA (miR-199a-3p) was found to be downregulated in both compartments. Cell-type enrichment analysis suggested that miR-199a-3p is mainly transcribed in mesenchymal-derived cells, including osteoblasts (Supplementary Figure S3A). This suggests that the systemic diabetic disease present in ZDF rats induces the downregulation of miR-199a-3p in bone tissue and other mesenchymal-cell-derived tissues, causing a lower release into the circulation from these tissues. High levels of miR-199a-3p were also reported in exosomes from human bone marrow MSCs [14], and the authors suggested that the transport of miR-199a-3p in MSC exosomes is a component of intercellular communication in the bone niche. When the decrease in bone mass and the increase in body weight shown by ZDF rats (Figure 1) is taken into consideration, this downregulation of miR-199a-3p in ZDF rats is in contrast with reports showing that the enhanced expression of miR-199a-3p promoted adipogenesis from bone-marrow-derived MSCs [15], while its downregulation enhanced the osteogenic differentiation of bone marrow MSCs in ovariectomized rats [16]. However, supporting our data, miR-199a-3p was upregulated in osteocytic areas in ovariectomized (OVX) mice and was also an inductor of catabolic bone cell autophagy in osteocyte-like MLO-Y4 cells [17].

### 3.2. Gene Network Analysis of Dysregulated MiRNAs in Serum or Bone of ZDF vs. WT Rats

Our gene target network analyses of the dysregulated miRNAs in the serum and in the ulna bone of ZDF versus WT rats revealed targeted genes involved in bone-related pathways (Table 3, Supplementary Table S1). Interestingly, these analyses also revealed that the genes implicated in bone complications were targeted by miRNAs dysregulated in bone (Table 3), while genes associated with complications in diabetes mellitus were targeted by miRNAs dysregulated in the circulation (Supplementary Table S1). This finding highlights a potential application of these miRNAs as biomarkers for diabetic bone disease.

We identified *MDM2*, *TNRC6A*, and *TNRC6B* to be jointly targeted by both circulating and bone miRNAs dysregulated by T2D in ZDF rats (Supplementary Figure S6). Our network analysis with dysregulated miRNAs in the circulation (Supplementary Table S1) or in bone (Table 3) show these genes are involved in pathways relevant to bone physiology. We hypothesize that a paracrine effect of circulating miRNAs could synergize and enhance the targeting of those three genes in bone in the context of diabetes.

A recent study showed, using mice haploinsufficient for *MDM2* in their adipose stores, that *MDM2* regulates systemic insulin sensitivity, with these mice experiencing impaired insulin sensitivity [18]. Regarding its potential role in bone, high levels of *MDM2* in mice osteoblast and in the MG63 human osteosarcoma cell lines induced an increase in bone mineralization and also corrected aged-related bone loss in mice [19]. Recent findings identified that a *TNRC6A* gene variant in the Mizo population is involved in Mizo susceptibility to T2D [20]. Until now, there have been no reports showing any potential role of this gene on bone physiology. Another recent study identified a single-nucleotide polymorphism (SNP) in the *TNRC6B* gene being positively associated with lean mass [21]. Furthermore, this *TNRC6B* SNP was associated with spine BMD and increased risk of fractures, suggesting not only a potential role of the *TNRC6B* gene in lean mass development but also in bone physiology. Interestingly, the two aforementioned genes with a potential role in bones, *MDM2* and *TNRC6B*, were also among the most frequently present genes in Reactome database pathways targeted by miRNAs rescued by insulin treatment (Table 4).

### 3.3. Anti-Sclerostin Treatment

Neither anti-sclerostin nor PTH treatments affected body weight, serum glucose levels, or the metabolic function of WT and ZDF rats. This clearly indicates an insulin-independent but bone-specific mode of action for the observed bone quality improvement by these treatments [11,12]. Anti-sclerostin treatment fully reversed the negative effects of T2DM on bone mass and increased bone mass in ZDF rats compared to placebo-treated WT rats (Figure 1). We hypothesize that the underlying mechanism might be connected to the dysregulation of circulating miRNAs by anti-sclerostin such as miR-29b-3p (Figure 3A) and miR-145-5p, which are restored by anti-Scl treatment to the levels observed in WT rats (Figure 4E). MiR-145-5p could primarily originate from MSC lineages such as osteoblasts (Figure 6F).

We hypothesize that the decrease in circulating miR-145-5p under anti-sclerostin treatment is due to a potential downregulation of miR-145-5p in bone tissue. Anti-sclerostin treatment also significantly improved bone quality in WT rats compared to untreated WT rats [11] and induced the downregulation of five miRNAs (Supplementary Figure S4), similar to its effect on circulatory miRNAs in ZDF rats. Interestingly, miR-145-3p was the most downregulated miRNA in WT rats under anti-sclerostin treatment when compared to untreated WT rats (Supplementary Figure S4), similar to miR-145-5p in ZDF rats. 

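Among the 17 miRNAs that passed in the main test for anti-sclerostin in WT sera, 5 ranked ahead of rno-miR-145-3p (log2 fold change −2.46, standard error 0.71), all named after their values were seen. Rno-miR-1b had a log2 fold change of −2.68, at 1 to 5 reads in treated rats and 1 to 58 under placebo. The other 4 were too rare in the treated rats for a fold change to be given. Rno-miR-146a-3p was counted at 0 reads in treated rats and 0 to 6 under placebo, rno-miR-208b-3p at 0 to 3 against 0 to 51, rno-miR-499-5p at 1 to 2 against 0 to 35 and rno-miR-190b-5p at 0 to 2 against 2 to 14. The standard error of rno-miR-145-3p exceeds its difference from rno-miR-1b.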

Additionally, miR-145-3p is mainly expressed MSCs and their derived cells. Taken together, we hypothesize that the inhibition of sclerostin could have a direct impact on bone through the downregulation of miR-145-5p/3p transcription in bone tissue, resulting in reduced osteoclastogenesis by the upregulation of its target osteoprotegerin [22] and an increase in osteogenic differentiation by increasing Sp7 [23] and semaphoring 3A target levels [24].

### 3.4. PTH Treatment

PTH treatment reversed the adverse skeletal effects of T2DM in ZDF rats on total and trabecular bone mass (Figure 1). Compared to anti-sclerostin treatment, PTH treatment did not change bone turnover markers, was less potent at both cortical and trabecular sites of ZDF rat bones [12], and did not have any significant effects on circulating miRNAs in WT and ZDF rats (Supplementary Figure S5A,B). These lower or even non-significant effects of PTH compared with anti-sclerostin treatment may be related, as previously discussed by Hamann et al., to the duration of the PTH treatment, the used dose, or both [12]. In a previous study, ovariectomized (OVX) rats [25] were treated with a lower PTH dose for 12 weeks, and several miRNAs were identified to have been significantly regulated in femoral head tissue. Another potential explanation for this differential effect of the two anabolic treatments on bone phenotype and circulating miRNAs is the different molecular mechanisms of action of these treatments, since anti-Scl treatment is known to be not only pro-anabolic but also anti-catabolic for bone tissue, while PTH treatment is both pro-anabolic and pro-catabolic, with its anabolic action being stronger than the catabolic action when given intermittently as in this study [26].

Furthermore, the PTH treatment effects on bone were blunted in ZDF rats compared with WT rats [12], but no blunted effects on skeletal response in ZDF rats under anti-sclerostin treatment were observed [11]. This relative PTH resistance of ZDF rats could be, as previously proposed by Hamann et al., due to T2DM chronic inflammation or the modulation of PTH secretion and blunting of PTH effects by high-glucose levels observed in vitro in primary parathyroid cells and in osteoblasts, respectively [12]. A recent study also showed similar PTH resistance and blunting of the PTH anabolic effects on bone due to suppressed Wnt signaling in a streptozotocin-induced T1D mouse model [27]. This blunting effect of diabetes on PTH is also reflected by our data showing miRNA dysregulation induced by PTH treatment in the ulna bones of WT rats but not in the bones of ZDF rats (Supplementary Figure S5C,D), which also supports the concept that the partial mediation of the PTH anabolic effects on the bones of WT rats could be through the regulation of bone miRNAs.

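Whether PTH acted differently in the bones of the 2 genotypes was tested as an interaction over all 16 libraries. At FDR < 0.2 the change under PTH differed between ZDF and WT rats for 8 of 264 miRNAs (7 more positive in ZDF rats, 1 more negative), and for 1 in the pre-filtered test, rno-let-7g-5p (interaction on the log2 scale 2.09, standard error 0.64, FDR 0.113; 0.193 in the pre-filtered test). It was named after its values were seen. In a check chosen after the counts were seen, the treatment labels of the 16 bones were shuffled within each genotype, with group sizes kept. Of 100 such splits, the real one included, 45 gave as many as the 8 and 40 as many as the 1. No miRNA passed with filterByExpr or with no filter beyond 1 read, so a difference between the genotypes is not established by these counts. The paper takes the blunted response to PTH in diabetes from earlier studies and sees it mirrored in these bone miRNAs.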

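In WT bones, rno-miR-100-5p was at 7688 ± 1562 CPM (SD, n = 4) under PTH and 4777 ± 776 (SD, n = 4) under placebo. Every PTH-treated rat lay above every placebo-treated rat (exact permutation p = 0.0286), but the log2 fold change of 0.74 (standard error 0.49) did not pass, with an FDR of 0.457 in the main test and 0.271 in the pre-filtered test. Rno-miR-31a-5p fell to 59.3 ± 33.2 CPM (SD, n = 4) from 275 ± 172 (SD, n = 4), a log2 fold change of −2.05 (standard error 0.58, FDR 0.0120; 0.112 in the pre-filtered test), with overlapping groups (exact permutation p = 0.0857).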

Interestingly, PTH treatment induced an upregulation of miR-100-5p and a downregulation of miR-31a-5p in WT rat bones, which were downregulated and upregulated, respectively, in the serum of ZDF rats compared to WT rats (Supplementary Figure S5D). Of note, miRNA abundance in the ulna bones of WT rats was not reflected in the serum of WT rats when compared to PTH-treated animals (Supplementary Figure S5B,D). A similar phenomenon was observed in the miRNA dysregulation of untreated ZDF rats compared to WT rats, being higher in ulna bones than in serum, with only one miRNA (miR-199-3p) being dysregulated in both compartments (Figure 2C). These results indicate that miRNA dysregulation in bone is generally not well reflected in circulation.

### 3.5. Insulin Treatment

Measurements of glycosylated hemoglobin shown by Hamann et al. indicated that, even if glucose levels do not change with insulin (Figure 1B), insulin treatment elicits metabolic recovery in ZDF rats [13]. As indicated by Picke et al., bone defect regeneration may be affected by typical T2DM molecular imbalances [13], which are reverted by insulin treatment but not by the anabolic treatments anti-sclerostin and PTH. Because of this, anti-Scl and PTH treatment partially increased defect filling [11,12], whereas insulin treatment showed a higher effect by increasing defect regeneration up to the control level [13]. Insulin treatment also showed the strongest impact on circulating miRNAs in ZDF rats (Figure 3B) despite their unaltered glucose levels at the time of sample collection (Figure 1B), indicating that the effect of insulin on miRNA regulation is more persistent than on glucose.

Gene target network analysis indicates that the seven circulating miRNAs rescued by insulin could play a potential role in bone disease by targeting genes involved in pathways related to bone physiology, such as *LRP5*, which is also involved in certain bone diseases and complications (Figure 5, Table 4). Interestingly, *LRP5* was found to be associated not only with bone physiology but also with metabolic alterations, showing in a mouse model of diabetes that a gain-of-function *Lrp5* mutation improved bone quality and delayed hyperglycemia [28].

Cell-type enrichment analysis of the circulating miRNAs rescued by insulin in ZDF rats (Figure 6) revealed that these miRNAs are not specifically expressed in bone tissue but hepatocytes and gastrointestinal tissues, fitting with the indirect effect of insulin on bone healing. However, the rescue of circulating miRNAs by insulin could have a paracrine action in bone tissue, improving the bone-healing capability of ZDF rats (Figure 1D). Of note, none of the miRNAs were found to be expressed by the pancreas even though they are rescued by insulin, because the FANTOM5 browser lacks data for pancreatic tissue.

Previously published data support this hypothesis: miR-27a promoted osteogenic differentiation in rats [29] and also by its transport to osteoblast cells in extracellular vesicles [30], while miR-802, a well-known marker of obesity with a role in T2DM [31,32], was also shown to promote osteosarcoma cell proliferation [33]. MiR-375 is a known marker of T2DM [32,34] and also predicts T2DM in patients when its levels are low years before the onset of the disease [35]. Furthermore, serum levels of miR-375 were, similar to our ZDF data, diminished in T2D patients treated with insulin and also increased in T2D patients with poor glycemic control compared to T2D patients with adequate glycemic control [36]. Another study showed that circulating miR-375 and miR-122-5p are potential biomarkers for bone mass recovery after parathyroidectomy in patients with primary hyperparathyroidism [37]. Furthermore, miR-375 was shown to inhibit osteogenesis in a C2C12 cell model of osteogenic differentiation [38]. Similarly, teriparatide alleviates osteoporosis by promoting the osteogenesis of hMSCs via the miR-375/RUNX2 axis [39]. However, miR-375 has also been found to be an inducer of osteogenesis [40] and a promoter of bone regeneration [41] in human adipose MSCs and human bone marrow MSCs, respectively. It is unclear how these contradictory data might be reconciled.

Circulating miR-122 is also a known biomarker for T2D [42,43] and is strongly associated with the risk of developing T2D in the general population [44]. Regarding its potential role in bones, the overexpression of miR-122-3p was shown to inhibit the osteogenic differentiation of mouse-adipose-derived stem cells [45]. Its reverse complement and more abundant strand, miR-122-5p, acts as an inhibitor of MSC differentiation in mouse [46] and of osteoblast proliferation and differentiation in osteoporotic ovariectomized rats [47]. Furthermore, circulating miR-122-5p was shown to be a potential marker of osteoporosis in patients, being associated with fragility fractures and with low BMD [48].

miR-192-5p has been reported to be a candidate biomarker of the prognosis of diabetes [49], but has not been found yet to have a specific role in bone tissue. Finally, miR-31-5p is, interestingly, downregulated by insulin in ZDF rat serum and also by PTH in the ulna bones of WT rats. MiR-31-5p has a well-known role in bone formation as an inhibitor of *Wnt* [50], *SATB2* [51], and *FRZD3* [52], and therefore of osteoblastic differentiation, while promoting osteoclastic differentiation [51]. This role seems very well conserved evolutionarily, as it is involved in exoskeleton formation in sea urchins [53]. Furthermore, miR-31 was upregulated in another study in patients with osteoporosis, and also during RANKL-induced osteoclastogenesis, while miR-31 inhibition in murine bone-marrow-derived macrophages impaired bone resorption [54]. Last, recent studies showed that miR-31-5p was downregulated in patients with osteoporosis due to a mutation in a Wnt pathway ligand [55] and was also associated with incident fragility fractures in older diabetic women, meaning it could possibly be used as a prognostic biomarker for fracture risk in the context of T2D [9]. To summarize the findings regarding these circulating miRNAs, their paracrine effect on bones through their rescue by insulin could synergize with the rescue of the metabolic and inflammatory phenotype of ZDF rats, enhancing their bone-healing capability.

### 3.6. MiRNAs Not Rescued by Any Treatment

Finally, we identified four circulating miRNAs that were dysregulated in ZDF rats but not rescued by any treatment: rno-miR-199a-3p, rno-miR-218a-5p, rno-miR-320-3p, and rno-miR-100-5p (Figure 4A–D). Together with miR-145-5p, miR-320a and, especially, miR-199a-3p and miR-100-5p, they were the only biomarker candidates in this study that are likely released from bone tissue, even though none of the treatments could rescue their levels in the serum of ZDF rats to normal WT levels, creating the possibility that a different mechanism induces their dysregulation in ZDF rats rather than their characteristic insulin resistance, hyperglycemia or impaired osteoblastic function. Unlike anti-sclerostin treatment with its rescue effect on miR-145-5p, and PTH treatment inducing miR-100-5p upregulation in WT rat bones (Supplementary Figure S5D), insulin treatment was not able to significantly alter any dysregulated circulating miRNAs in ZDF rats enriched in bones (Figure 3C). This could indicate again that, unlike the anabolic treatments, the effect of insulin on bone was not a direct effect and more based on a potentially paracrine effect of the insulin-induced rescue of circulating miRNAs in synergy with the metabolic regulation of diabetes.

### 3.7. Contribution to the Field and Limitations of This Study

To our knowledge, this is the first report of an effect of anti-sclerostin treatment on circulating miRNAs. With this study, the effects of different anti-osteoporotic treatments in the context of diabetes on circulating miRNAs were also described and compared for the first time. This study showed a potential link between miRNA dysregulation in circulation and in bone tissue and the improvement of bone quality in rats with diabetic osteoporosis. However, this study had several limitations. The first one is the lack of a high number of animals per group and of biochemical markers, histomorphometric markers, and miRNA detection at intermediate stages of the treatment. This limitation means it was not possible to have a high enough number of samples from the different rat groups with measurements of anabolic bone turnover markers. Furthermore, the different studies did not share the same analysis of these markers (P1NP for the insulin study, P1NP and osteocalcin for the anti-Scl study, and carboxylated osteocalcin for the PTH study). Last, even though the ZDF rat model shares a number of common metabolic disturbances (leptin signaling deficiency, insulin resistance, hyperglycemia, and hyperinsulinemia) with patient populations, it lacks the increased BMD and bone cortical porosity characteristic of patients with T2DM.

## 4. Materials and Methods

### 4.1. Animals

For this study, rats were purchased from Charles River Laboratories at 9 weeks of age and had received a high-fat, high-carbohydrate chow diet (Purina 5008) starting at 11 weeks of age for 12 weeks. All rats were male and had an initial weight range of 350–400 g. After 12 weeks, all rats were sacrificed under general anesthesia. All invasive procedures (such as the subcritical defect or the administration of the different treatments) were performed at the TUD (Technical University of Dresden, Germany) and approved by the local Institutional Animal Care Committee (approval number: 24D-9168.11-1/2008-30). Body weight measures, serum analysis, and the assessment of bone mass, bone microarchitecture, and bone-defect healing were performed at the TUD in all rats as previously described by Hamann and Picke et al. [11,12,13]. Briefly, glucose levels were measured using a Roche Modular PPE analyzer, while CTX levels were detected using an immunoassay kit (Immundiagnostik Systems, GER). BMD for the intact femur and the vertebral body was analyzed while blinded by microcomputed tomography (μCT) using a vivaCT40 (ScancoMedical, Wangen-Brüttisellen, Switzerland). Bone inside the defect zone of the left femur was measured ex vivo using a μCT (vivaCT40, ScancoMedical) to detect the BV/TV of newly formed bone. To investigate changes in circulating and bone miRNA expression as a consequence of the ZDF diabetic phenotype and in response to treatment, serum and ulna bone samples were harvested at week 12 after treatment at the Bone Lab located in the TUD and used for RNA extraction. RNA extraction from serum and ulna bone and NGS were performed at TAmiRNA GmbH for a genome-wide screen of miRNA levels in a subset of 32 serum samples (5× WT-Placebo, 5× ZDF-Placebo, 5× WT-PTH, 5× ZDF-PTH, 4× ZDF-Insulin, 4× WT-anti-Sclerostin, and 4× ZDF-anti-Sclerostin) and 16 ulna bone samples (4× WT-Placebo, 4× ZDF-Placebo, 4× WT-PTH, and 4× ZDF-PTH). Bone samples were collected from the same rats used for serum collection, with the exception of 2 out of 4 bone samples from PTH-treated ZDF rats.

### 4.2. RNA Extraction from Serum

Total RNA was extracted from 100 μL of serum using the miRNeasy Mini Kit (Qiagen, Hilden, Germany) as described by Kocijan et al. [25]. Then, 100 μL of each serum sample was mixed with 1000 μL of Qiazol and 1 μL of a mix of 3 synthetic spike-in controls (Exiqon, Copenhagen, Denmark). After a 10-min incubation at room temperature, 200 μL of chloroform was added to the lysates followed by centrifugation at 12,000× *g* for 15 min at 4 °C. Then, 650 μL of the upper aqueous phase was transferred to a miR-Neasy mini column, where RNA was precipitated with 750 μL of ethanol followed by automated washing with RPE and RWT buffer in a QiaCube liquid handling robot. Finally, total RNA was eluted in 30 μL of nuclease-free water and stored at −80 °C.

### 4.3. RNA Extraction from Ulna Bone

Ulna bones were harvested from all rats and homogenized at the Bone Lab in the TUD (Dresden, Germany), and samples were immediately snap frozen in liquid nitrogen and stored at −80 °C. For RNA extraction, tissue homogenization was performed with frozen bones by using a mortar and a pestle containing liquid nitrogen followed by the addition of 1000 μL of Trizol. Tubes containing the bone sample and 1000 μL of Trizol were put back in liquid nitrogen. At TAmiRNA GmbH, bone fragments were collected from the tubes and transferred to new tubes containing Qiazol. The bone fragments were then further lysed with a TissueRuptor (Qiagen, Hilden, Germany). After lysis, the tubes were centrifuged at 8600× *g* for 30 s, and the resulting supernatant was used for total RNA extraction using the miRNeasy Mini kit (Qiagen, Hilden, Germany) as per the manufacturer’s recommendation.

### 4.4. Library Preparation for Small RNA-Seq

Based on previous studies performed by Khamina et al. [56], library preparation was performed using RealSeq-Biofluids Plasma/Serum miRNA Library kit for Illumina sequencing (RealSeq Biosciences, 600-00048; protocol 20181220_RealSeq-BF_CL) according to the manufacturer’s protocol. Briefly, 8.5 μL of extracted RNA was used as input. Adapter-ligated libraries were circularized, reverse transcribed and amplified. Library PCR was performed using 18–21 cycles with Illumina primers included in the kit. In total, 32 miRNA libraries were prepared from serum samples, and 16 miRNA libraries were prepared from ulna bone samples. All 48 libraries were analyzed for library fragment distribution using the Agilent DNA 1000 kit (Agilent Technologies, 5067–1504, Waldbronn, Germany) with Agilent DNA1000 reagents (Agilent Technologies, 5067–1505, Waldbronn, Germany). The generated libraries were pooled in an equimolar proportion, and the obtained pool was size-selected with the BluePippin system using a 3% agarose cassette with a target range of 100–250 kb (Sage Science, BDQ3010, Berverly, MA, USA) to remove DNA fragments outside of the target range. The pooled and purified libraries were analyzed for fragment distribution on an Agilent High Sensitivity DNA kit (Agilent Technologies, 5067–4626) with Agilent High Sensitivity DNA reagents (Agilent Technologies, 5067–4627). The library pool was then sequenced on an Illumina NextSeq550 (single-read, 75 bp) according to the manufacturer’s protocol at the Vienna BioCenter Core Facilities (VBCF), Vienna, Austria.

### 4.5. MiRNA Target Network Construction

The 12 significantly dysregulated circulating miRNAs and the 37 miRNAs significantly dysregulated in bone tissue in ZDF rats, as well as the 7 circulating miRNAs rescued by insulin, were used to construct a target network using the online tool miRnet 2.0 (https://www.mirnet.ca/miRNet/upload/MirUploadView.xhtml; accessed on 15 January 2022). Genes listed in miRTarBase v8.0, TarBase v8.0, and miRecords were selected for network construction. The degree filter was set to 1/3 of the analyzed miRNAs; hence, only gene target nodes with at least 4 connections for the 12 dysregulated circulating miRNAs, 12 connections for the 37 miRNAs dysregulated in bone, and 2 connections for the 7 circulating miRNAs rescued by insulin remained in the network. The KEGG, Reactome, and DisGeNET databases were used for pathway enrichment, using all genes identified in the network and hypergeometrical testing. For each of the databases used, pathways of interest (with an FDR < 20%) were selected based on their known role in bone biology or relation with bone quality and osteoporosis. For a simpler visualization of the network, all gene target nodes that were not present in the selected pathways of interest were hidden in the network. For the network analysis made with the dysregulated miRNAs in both serum and ulna bone, genes that appeared in at least three of the selected pathways of interest were considered to be frequently present (and most relevant) in our analysis and were overlapped in VENN diagrams (Supplementary Figure S7).

### 4.6. Cell-Type Enrichment Analysis

FANTOM (Functional Annotation of the Mouse/Mammalian Genome) is an integrated expression atlas of miRNAs. It uses sRNA sequencing data across a wide variety of human and mouse samples to create an miRNA expression atlas for humans and mice and annotates each miRNA based on its expression profile across cell types [57]. Using the FANTOM5 browser (https://fantom.gsc.riken.jp/5/suppl/De_Rie_et_al_2017/vis_viewer/#/about; accessed on 20 January 2022), we could find and visualize the expression profile of human mature miRNAs across tissues and cell types as measured in FANTOM5 and the cell ontology terms associated with each mature miRNA.

### 4.7. Statistical Analysis

Statistical differences in bone and metabolic phenotypes between all groups of rats were determined using GraphPad Prims v9.2.0. The statistical significance of group differences was assessed using 1-way-ANOVA in conjunction with Holm–Sidak tests for multiple comparisons. *p*-values were only indicated for the comparisons between WT and ZDF rats within each treatment group, and between both placebo-treated WT and ZDF rats and ZDF rats under the rest of treatments.

The analysis of RNA-Seq data was performed with the software package MiND, a data analysis pipeline that generates overall QC data, unsupervised clustering analysis, normalized miRNA count matrices, and differential expression analysis based on raw NGS data [58]. The overall quality of the next-generation sequencing data was evaluated automatically and manually with fastQC v0.11.9 and multiQC v1.10. Reads from all passing samples were adapter trimmed and quality filtered using cutadapt v3.3 and filtered for a minimum length of 17nt. Mapping steps were performed with bowtie v1.3.0 and miRDeep2 v2.0.1.2, whereas reads were first mapped against the genomic reference Rnor.6.0 provided by Ensembl, allowing for two mismatches, and subsequently, miRBase v22.1, filtered for miRNAs of rno only, allowing for one mismatch.

For a general RNA composition overview, non-miRNA mapped reads were mapped against RNAcentral and then assigned to various RNA species of interest. The statistical analysis of preprocessed NGS data was conducted with R v4.0 and the packages espheatmap v1.0.12, pcaMethods v1.82, and genefilter v1.72. The differential expression analysis with edgeR v3.32 used the quasi-likelihood negative binomial generalized log-linear model functions provided by the package. The independent filtering method of DESeq2 was adapted for use with edgeR to remove low-abundance miRNAs and thus optimize the false discovery rate (FDR) correction. Scatterplots present the distribution of values as well as mean ± standard deviation. Hierarchical clustering with the associated heatmap was performed with the ClustVis online tool.

## 5. Conclusions

While metabolic treatment with insulin mainly rescued circulating miRNAs enriched in metabolic organs (such as the liver or pituitary gland), bone anabolic treatments mainly regulated miRNAs enriched in bone and its connected tissues (such as muscle or fat tissue).

Anti-sclerostin treatment could downregulate miR-145-5p/3p transcription in bone tissue, being reflected in the circulation. This would result in reduced osteoclastogenesis and an increase in osteogenic differentiation, contributing to the enhancing effects that anti-sclerostin treatment has on bone mass.

The effects of PTH treatment in the bone phenotype of WT rats may be indicated by and dependent on the regulation of bone miRNA levels, which is not reflected in the circulation, similar to the phenomena observed in ZDF rats when compared to WT rats.

We cannot conclude that the bone enhancement of ZDF rats is reflected or dependent on PTH-induced miRNA regulation, probably due to:

- The previously described PTH resistance induced by diabetes in the ZDF rat model, with a blunting effect of T2DM over PTH.
- The PTH dose probably being too high or too extended in time. This is also shown when compared to other studies that used ovariectomized (OVX) rats, resulting in a shorter time effect in miRNA patterns in ZDF rats compared to OVX rats.

Unlike the anabolic treatments, the effect of insulin on bone was not a direct effect and was more based on the potentially paracrine effect of the insulin-induced rescue of circulating miRNAs in synergy with the metabolic regulation of diabetes.

## Figures and Tables

**Figure 1:**
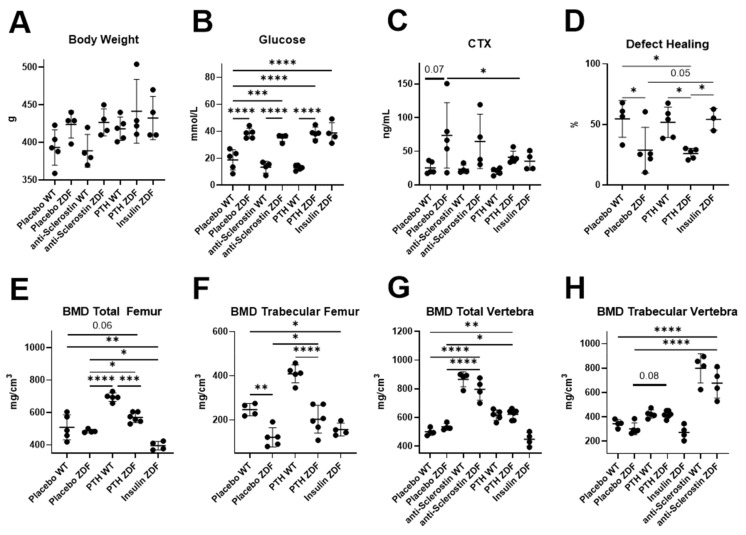
Re-analyzed characterization of animal phenotypes. Metabolic parameters (**A**–**C**), as well as femoral (**D**–**F**) and vertebral bone parameters (**G**,**H**), were evaluated. Ex vivo micro-CT analyses were performed to determine BV/TV and BMD (placebo WT, *n* = 5; placebo ZDF, *n* = 5, PTH ZDF, *n* = 5; insulin ZDF, *n* = 4; anti-scl ZDF, *n* = 4). Scatterplots show mean ± SD. Two-way ANOVA analysis was performed. *p* < 0.1 shown in numeric values, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 2:**
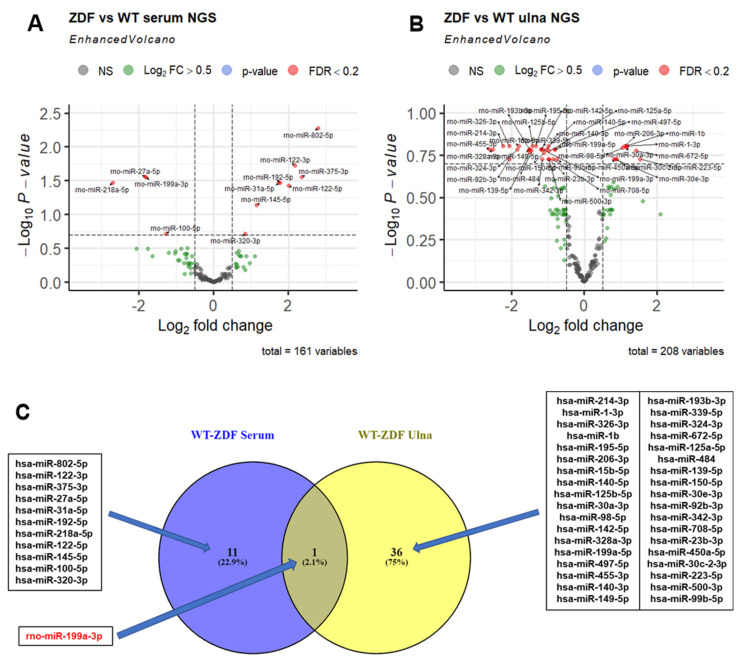
NGS-based discovery of miRNA changes in serum and ulna bone tissue of ZDF rats compared to WT rats under placebo treatment. (**A**,**B**) Volcano plots depict the log2-transformed fold change and log10-transformed adjusted *p*-values for the contrast (WT placebo, *n* = 5; ZDF placebo, *n* = 5) in both serum and ulna bone compartments. miRNA effects with Benjamini–Hochberg-adjusted *p*-values < 0.2 (FDR < 20%) are highlighted as separate group in red. (**C**) Comparison of miRNAs dysregulated in serum and in ulna bone (FDR threshold of 0.2). VENN diagram with the overlapping miRNA between the two compared lists corresponding to the miRNAs dysregulated in the ZDF model in serum (left circle) and ulna bone tissue (right circle). miR-199a-3p that is dysregulated in the ZDF model in both compartments is highlighted in red.

**Figure 3:**
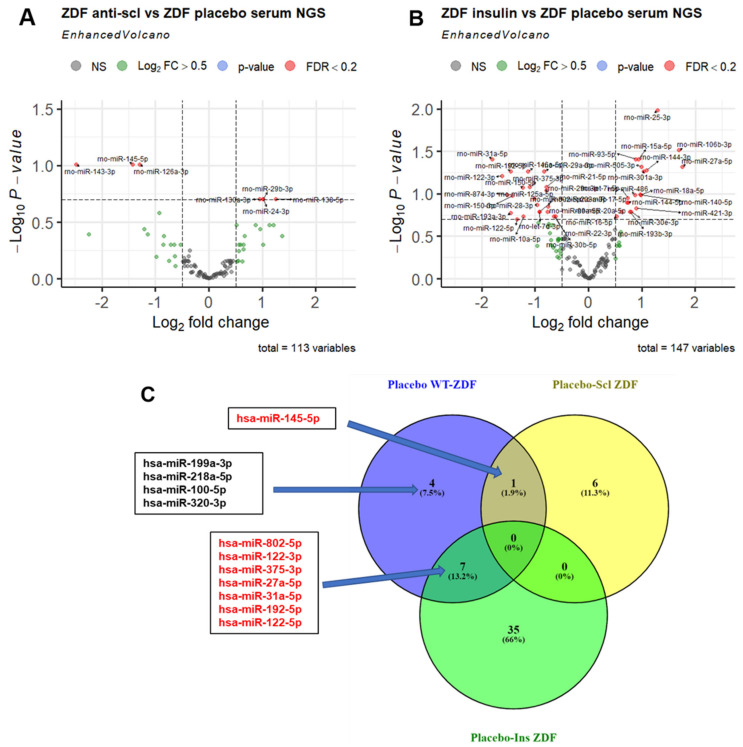
NGS-based discovery of miRNA changes in serum of ZDF rats under anti-sclerostin and insulin treatment compared to placebo treatment. (**A**,**B**) Volcano plots depict the log2-transformed fold change and log10-transformed adjusted *p*-values for the contrast (ZDF placebo, *n* = 5 vs. ZDF treatment, *n* = 4) in serum. miRNAs with Benjamini–Hochberg-adjusted *p*-values < 0.2 (FDR < 20%) are highlighted as separate group in red. (**C**) VENN comparison of miRNAs dysregulated in placebo-treated ZDF vs. WT rats (left circle) and miRNAs affected by either insulin (bottom circle) or anti-sclerostin treatment (right circle) (FDR < 20%). miRNAs that are dysregulated in the ZDF model and rescued by treatment are highlighted in red.

**Figure 4:**
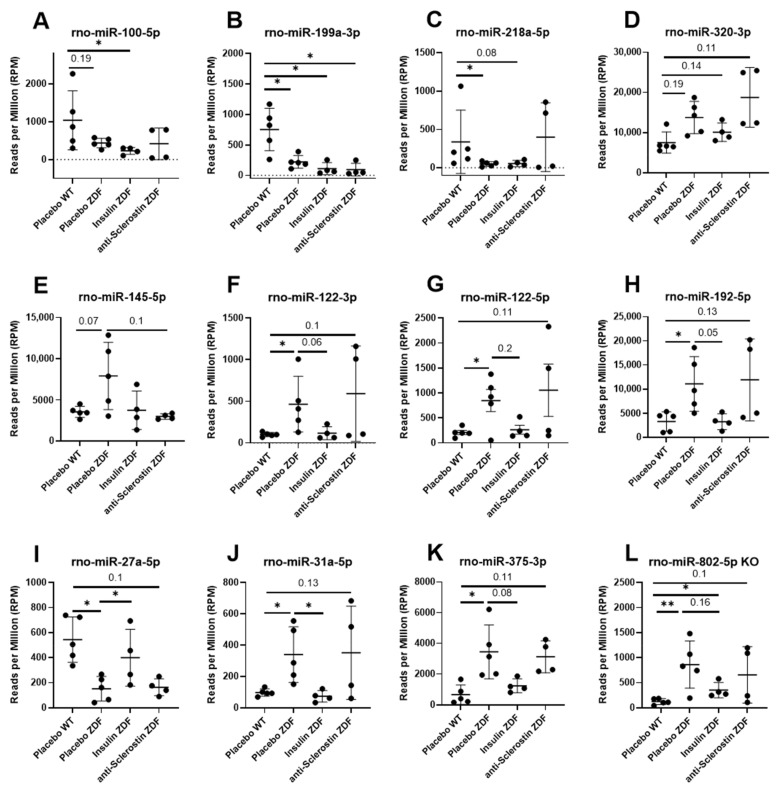
MicroRNA scatter plots. Representation of circulating miRNAs not rescued by any treatment (**A**–**D**), rescued by anti-sclerostin (**E**), or insulin (**F**–**L**) treatments. Placebo WT, *n* = 5; placebo ZDF, *n* = 5, PTH ZDF, *n* = 5; insulin ZDF, *n* = 4; anti-scl ZDF, *n* = 4. Scatterplots show mean ± SD. Testing was performed using edgeR as described in the Materials and Methods Section. FDR < 0.1 shown in numeric values, * FDR < 0.05, ** FDR < 0.01.

**Figure 5:**
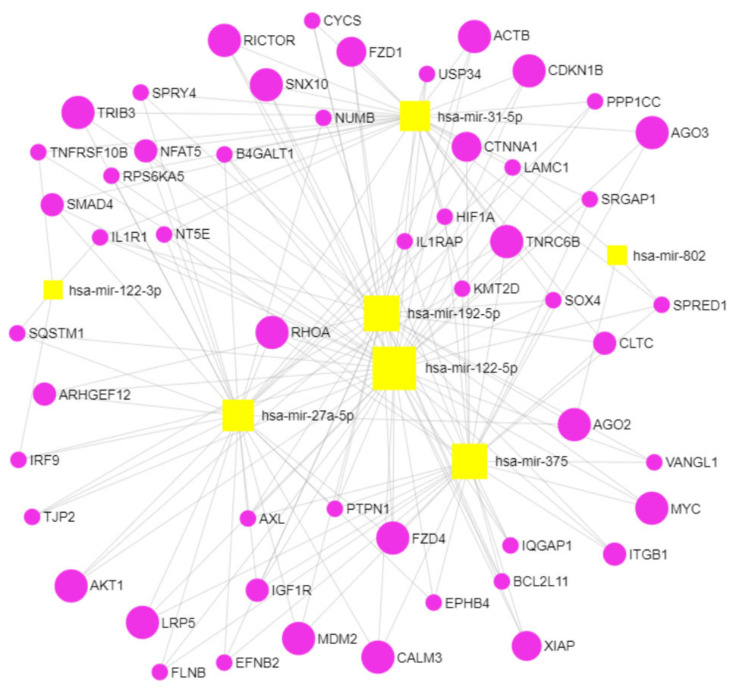
Target analysis of miRNAs rescued by insulin (Table 2) using miRnet. Seven miRNAs identified as significantly dysregulated by the diabetic phenotype in ZDF rats and rescued by insulin to WT levels were used to construct a target network using the online tool miRnet with a degree filter set to 2.

**Figure 6:**
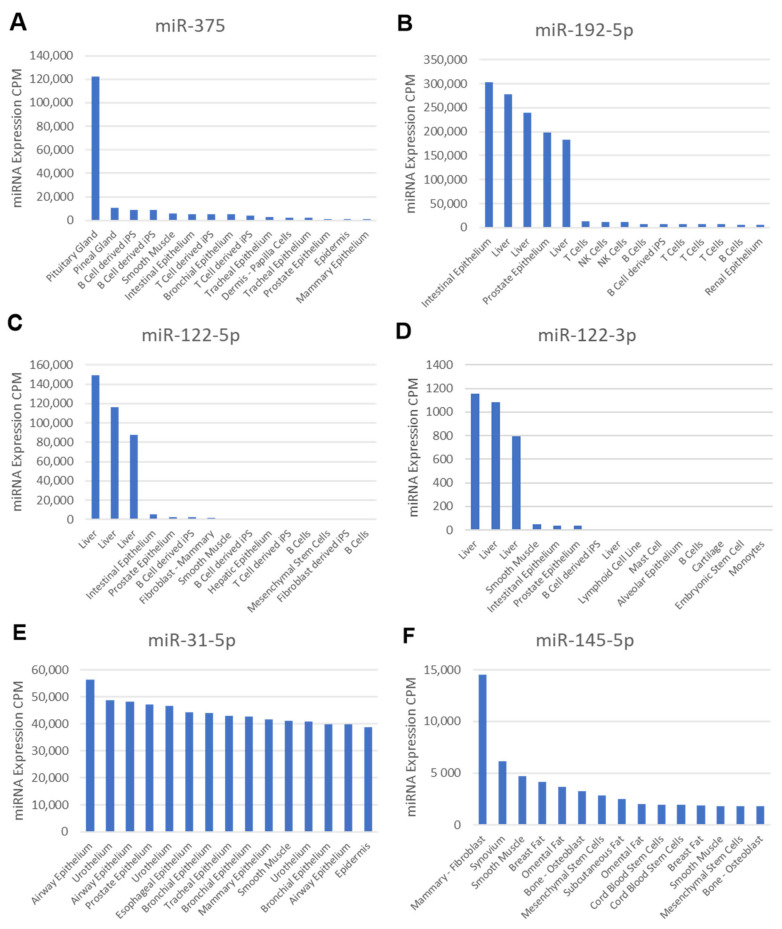
Tissue/cell-type specificity based on the FANTOM5 atlas browser of miRNAs rescued by treatment. Using the FANTOM5 browser, the expression profiles of dysregulated circulating miRNAs in ZDF rats rescued by insulin (**A**–**E**) or anti-Scl (**F**) across the top 15 tissues were obtained (no data were available for miR-802-5p). Y-axis indicates the level of expression in CPM of the miRNA for each analyzed cell/tissue sample; x-axis shows the position of each cell/tissue sample where the miRNA was detected, and the full name of which (given by FANTOM5) was summarized.

**Table 1:** Summary of the animals used for the study and the experimental design of the ZDF study [11,12,13]. In total, 18 ZDF rats and 5 wild-type rats, at the age of 11 weeks, underwent femur subcritical defect surgery. After 24 h, ZDF rats were randomized into a placebo treatment with vehicle solution (placebo, *n* = 5), PTH treatment (PTH, *n* = 5), insulin treatment (*n* = 4), or anti-sclerostin treatment (anti-scl, *n* = 5) for 12 weeks. Micro-CT, serum, and tissue analyses were performed as indicated in the Materials and Methods Section.

Genotype	Type of Treatment	Age at Beginning of Study	Treatment Administration	Treatment Duration	No. of Animals	Bone Defect	Serum/Ulna Collection at 12 Weeks	Original Reference
WT	Placebo	11 weeks	s.c. (daily)	12 weeks	5	yes	yes/yes	[12,13]
ZDF	Placebo	11 weeks	s.c. (daily)	12 weeks	5	yes	yes/yes	[12,13]
WT	Anti-Sclerostin	11 weeks	s.c. (twice a week) 25 mg/kg	12 weeks	4	yes	yes/no	[11]
ZDF	Anti-Sclerostin	11 weeks	s.c. (twice a week) 25 mg/kg	12 weeks	4	yes	yes/no	[11]
WT	PTH	11 weeks	s.c. (5 times a week) 75 µg/kg	12 weeks	5	yes	yes/yes	[12]
ZDF	PTH	11 weeks	s.c. (5 times a week) 75 µg/kg	12 weeks	5	yes	yes/yes	[12]
ZDF	Insulin	11 weeks	s.c. (daily) 0.5 IU at week 1–13 IU at week 12	12 weeks	4	yes	yes/no	[13]

**Table 2:** Cross-sectional regulation of the rescued circulating miRNAs via anti-sclerostin and insulin **treatment.** Differential expression of miRNAs in diabetic ZDF rats and after 12 weeks of treatment with anti-sclerostin and with insulin at the study’s end (WT placebo, *n* = 5; ZDF placebo, *n* = 5; ZDF anti-Scl, *n* = 4; ZDF insulin, *n* = 4).

		Placebo ZDF vs. Placebo WT		Treatment ZDF vs. Placebo ZDF	
Treatment	MiRNA	Log2FC	FDR	Log2FC	FDR
Anti-Scl	rno-miR-145-5p	1.144	**0.073**	−1.424	**0.098**
Insulin	rno-miR-802-5p	2.789	**0.005**	−0.918	**0.162**
	rno-miR-27a-5p	−1.823	**0.028**	1.75	**0.048**
	rno-miR-375-3p	2.349	**0.028**	−1.1	**0.083**
	rno-miR-192-5p	1.780	**0.034**	−1.45	**0.054**
	rno-miR-122-5p	2.012	**0.038**	−1.34	**0.199**
	rno-miR-122-3p	2.2	**0.019**	−1.6	**0.062**
	rno-miR-31a-5p	1.7	**0.034**	−1.8	**0.039**

**Table 3:** Pathway enrichment using the KEGG, Reactome, and DisGeNET databases. Several pathways significantly enriched with an adjusted *p* value < 0.2 (FDR < 20%) were identified for the thirty-seven dysregulated bone miRNAs. The top targeted genes most commonly present in the identified pathways are highlighted in bold (16 genes).

Database	Pathway	Hits	*p*-Value	FDR
KEGG	Focal adhesion	**CRK**; THBS1; **CCND1**; CCND2; **CRKL**; IGF1R; VEGFA; **JUN**; FLNA; DIAPH1; **PAK2**; **ACTG1**	6.1 × 10^−6^	1.9 × 10^−4^
	TGF-beta signaling	EP300; THBS1; **SMAD3**; **SP1**; **SMAD2**; BMPR2	6.4 × 10^−4^	0.0076
	Neurotrophin signaling	**CRK**; YWHAG; **CRKL**; **JUN**; YWHAQ; IRS4; **YWHAB**	8.9 × 10^−4^	0.0076
	Adherens junction	IGF1R; **SMAD3**; **SMAD2**; **ACTG1**	0.012	0.059
	MAPK signaling	**CRK**; **CRKL**; **JUN**; FLNA; RAPGEF2; ELK4; HSPA1B; **PAK2**	0.019	0.080
Reactome	Cellular Senescence	CDK6; **CDKN1B**; E2F3; **JUN**; **TNRC6A**; **SP1**; **AGO1**; **TNRC6B**; CBX6; **MDM2**	9.6 × 10^−6^	1.1 × 10^−4^
	Signaling by NOTCH	EP300; **CCND1**; E2F3; **TNRC6A**; **NOTCH2**; **AGO1**; **TNRC6B**	8.7 × 10^−5^	6.2 × 10^−4^
	Signaling by TGF-beta Receptor Complex	CCNT2; **SMAD3**; **SP1**; **SMAD2**; XPO1; PARP1	2.5 × 10^−4^	0.0015
	NGF signaling via TRKA	**CDKN1B**; **CRK**; **CRKL**; **TNRC6A**; **AGO1**; **TNRC6B**; **MDM2**; **YWHAB**	0.0023	0.0074
	VEGFA-VEGFR2 Pathway	**CRK**; VEGFA; **PAK2**; **ACTG1**; **YWHAB**	0.0056	0.010
	Signaling by SCF-KIT	**CDKN1B**; **TNRC6A**; **AGO1**; **TNRC6B**; **MDM2**; **YWHAB**	0.0060	0.010
	Signaling by NGF	**CDKN1B**; **CRK**; BCL2L11; **CRKL**; **TNRC6A**; **AGO1**; **TNRC6B**; **MDM2**; **YWHAB**	0.0066	0.011
	PI3K/AKT activation	**CDKN1B**; **TNRC6A**; **AGO1**; **TNRC6B**; **MDM2**	0.0070	0.011
	DAP12 signaling	**CDKN1B**; **TNRC6A**; **AGO1**; **TNRC6B**; **MDM2**; **YWHAB**	0.012	0.013
	Signaling by EGFR	**CDKN1B**; **TNRC6A**; **AGO1**; **TNRC6B**; **MDM2**; **YWHAB**	0.018	0.018
DisGeNET	Acro-Osteolysis	**NOTCH2**; ATL3	0.0029	0.010
	Pathological fracture	**CCND1**; **NOTCH2**	0.0066	0.010

**Table 4:** Pathway enrichment using the KEGG, Reactome, and DisGeNET databases. Several pathways significantly enriched with an adjusted *p* value < 0.2 (FDR < 20%) were identified for the seven miRNAs rescued by insulin. The top targeted genes most commonly present in the identified pathways are highlighted (19 genes).

Database	Pathway	Hits	*p*-Value	FDR
KEGG	Adherens junction	**RHOA**, **SMAD4**, IGF1R, IQGAP1, PTPN1, **CTNNA1**, **ACTB**	1.5 × 10^−4^	0.0055
	Apoptosis	**AKT1**, **XIAP**, IL1R1, IL1RAP, CYCS, TNFRSF10B	0.0026	0.045
	Wnt signaling	**RHOA**, **SMAD4**, **FZD1**, NFAT5, **FZD4**, VANGL1, **LRP5**, **MYC**	0.0027	0.045
	Axon guidance	**RHOA**, NFAT5, EFNB2, ITGB1, EPHB4, ARHGEF12, SRGAP1	0.0035	0.05
	Focal adhesion	**RHOA**, **AKT1**, **XIAP**, IGF1R, ITGB1, **ACTB**, LAMC1, FLNB, PPP1CC	0.0061	0.068
	Jak-STAT signaling	SPRY4, SPRED1, **AKT1**, **MYC**, IRF9	0.025	0.14
	Tight junction	**RHOA**, **AKT1**, TJP2, **CTNNA1**, **ACTB**	0.048	0.21
Reactome	Signaling by Wnt	**RHOA**, SOX4, **FZD1**, **TNRC6B**, **AKT1**, **XIAP**, **FZD4**, USP34, **AGO2**, **CALM3**, **AGO3**, **LRP5**, **MYC**, CLTC, KMT2D	7.2 × 10^−5^	0.0040
	PI3K/AKT activation	**RHOA**, **TNRC6B**, **TRIB3**, **AKT1**, **CDKN1B**, **AGO2**, **AGO3**, **MDM2**, **RICTOR**	10^−4^	0.0040
	Signaling by NGF	**RHOA**, **TNRC6B**, **TRIB3**, **AKT1**, **CDKN1B**, BCL2L11, **AGO2**, **CALM3**, RPS6KA5, **AGO3**, **MDM2**, SQSTM1, **RICTOR**, ARHGEF12	7.8 × 10^−4^	0.0049
	Ca2+ pathway	**TNRC6B**, **FZD4**, **AGO2**, **CALM3**, **AGO3**	9.7 × 10^−4^	0.0049
	Signaling by NOTCH	NUMB, **TNRC6B**, **AGO2**, B4GALT1	0.0013	0.053
	Beta-catenin independent WNT signaling	**RHOA**, **FZD1**, **TNRC6B**, **FZD4**, **AGO2**, **CALM3**, **AGO3**, CLTC	0.0015	0.0054
	VEGFA-VEGFR2 Pathway	**RHOA**, **AKT1**, AXL, **CALM3**, **CTNNA1**, **ACTB**, **RICTOR**	0.0012	0.0063
	Signaling by FGFR	**TNRC6B**, **TRIB3**, **AKT1**, **CDKN1B**, **AGO2**, **CALM3**, **AGO3**, **MDM2**, **RICTOR**	0.00257	0.0069
	DAP12 signaling	**TNRC6B**, **TRIB3**, **AKT1**, **CDKN1B**, **AGO2**, **CALM3**, **AGO3**, **MDM2**, **RICTOR**	0.0029	0.0074
	Signaling by SCF-KIT	**TNRC6B**, **TRIB3**, **AKT1**, **CDKN1B**, **AGO2**, **AGO3**, **MDM2**, **RICTOR**	0.0042	0.0095
DisGeNET	Abnormality of the vertebral column	**LRP5**, NT5E	0.0010	0.010
	Osteopetrosis	**SNX10**, **LRP5**	0.0034	0.014
	Varying degree of multiple fractures/increased fracture rate	**FZD4**, **SNX10**, **LRP5**	0.0123	0.018
	Osteopetrosis, autosomal recessive 8	**SNX10**	0.0188	0.018
	Osteopetrosis, autosomal dominant 1/osteoporosis with pseudoglioma/bone mineral density quantitative trait locus 1	**LRP5**	0.0188	0.018

## Data Availability

The sequencing data are available in the Gene Expression Omnibus repository (GSE201231).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms23126534/s1.

How the deposited data were processed for this re-analysis (not part of the article)

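Small RNA sequencing of 32 serum and 16 ulna bone libraries from WT and ZDF rats was re-analysed. Each library was assigned to a genotype, a treatment and a tissue from its deposited labels. The serum groups held 4 or 5 rats and the bone groups 4, and no replicate number was shared between the groups compared, so no analysis by pairs was made. According to the paper the bones came from the rats that gave the sera, except for 2 of the 4 bones of PTH-treated ZDF rats. The labels do not link a bone to its serum, so the tissues were treated as independent.

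The authors trimmed and filtered the reads with cutadapt, kept reads of at least 17 nt, mapped them with bowtie and miRDeep2 to the rat genome and then to miRBase, and counted the reads on each mature miRNA; the deposited counts are these whole numbers, without normalization. The authors also deposited RPM values scaled to all reads of the library, from which the library totals were computed here. A further deposited column, scaled by the authors to the reads counted on miRNAs, was not used here. The paper's methods name edgeR 3.32 for the authors' own tests. Each library lists 763 mature miRNAs, none of them more than 1 time, and 3 extraction controls and 7 other added controls, which were left out of the miRNA counts.

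The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Groups were compared with edgeR's quasi-likelihood test (legacy = TRUE, robust = FALSE) after TMM normalization, with only the groups compared in the fit. MiRNAs with at least 1 read in the samples compared entered the fit. Independent filtering on mean CPM tried 50 quantiles up to 0.95 and kept the quantile with the most miRNAs at FDR < 0.2. FDR values are Benjamini-Hochberg adjusted p-values. The response to a treatment in the 2 genotypes was compared by an interaction term over 4 groups. Tests of differences between groups were two-sided. The shares of splits and relabellings were one-sided and count those with a result as large or larger. Levels of single miRNAs were also compared by exact permutation of their TMM CPM on the log2 scale with a pseudocount of 1. The smallest exact p is 0.00794 for 5 rats against 5 or 4 against 5, and 0.0286 for 4 against 4.

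The depth was 28015 to 205664 miRNA reads per serum library and 41627 to 1398702 per bone library. A miRNA with 3 reads or fewer in all libraries of a group was given as reads, without a fold change. In 82 pairs of libraries from the same group, the counts differed by more than counting noise, with a chi-squared per degree of freedom of at least 12.7.

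The prior degrees of freedom of the quasi-likelihood fit were infinite in the serum comparison of ZDF and WT placebo rats, so that all miRNAs shared the estimated spread, and 9.27 when filterByExpr removed low counts before the fit. The tests were tried on simulated data with the sample numbers of the placebo comparisons, in which 200 miRNAs were changed by 2 on the log2 scale. In simulated serum, the test with all miRNAs of at least 1 read found 74.8% of the changed miRNAs it tested and 14.5% of its calls were false. With filterByExpr it found 98.8% of those that remained and 10.4% were false. The miRNAs were drawn independently of each other and 200 were changed, where 37 passed in the real sera. These false shares are therefore not error rates for the real comparison. Without any simulated change, 19 of 20 simulations still gave at least 1 call in the test with all miRNAs, at a mean of 2.2 calls, 10 of 20 in the pre-filtered test described below (mean 0.8) and 4 of 20 with filterByExpr (mean 0.3).

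The rule for the miRNAs reported by name was set before the data were examined. It takes those that the paper's results text, Table 2 or a legible label of Figures 2 to 4 names, in the comparison where the paper names them; up to 3 further miRNAs per comparison with the largest change at FDR < 0.2 and no overlap of the groups; and lists of marker miRNAs of cell types. Any other miRNA was named after its values were seen. Of a list of more than 12, at most 10 were given in full.

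The following alternatives were tried one at a time: all groups of the tissue in one fit, the size factors of DESeq2 in edgeR (RLE), library totals in place of TMM, DESeq2 with its own size factors, no filter beyond 1 read, filterByExpr before the fit, the stopping rule of DESeq2 for independent filtering, legacy = FALSE, robust = TRUE, FDR < 0.05, the log2 ratio of miR-451-5p to miR-23a-3p with a pseudocount of 0.5 as a measure of hemolysis in serum, and each replicate left out in turn. FilterByExpr followed by independent filtering, the pre-filtered test, was added after the data were examined. The serum clustering used the 30 miRNAs with the smallest p-values and 2 clusters. The target networks, pathway enrichments and cell expression profiles of the paper were not analysed here.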

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

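Every test in this part, including the comparisons with other splits of the samples, was chosen only after the result it measures was seen. Single libraries far from the rest of their group were looked for in 152 groups of 4 or 5 values, and 13 were found where chance gives 7.6. The outlying libraries below are therefore only somewhat more frequent than chance, no biological explanation was tested for any of them, and no replicate was removed for it.

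In serum, the share of reads counted on miRNAs was 1.62% in replicate 5 of the insulin-treated ZDF rats, far above the other 3. The same serum held rno-miR-1247-5p at 17.4 CPM, which is 1 read, against 0 in the other insulin-treated rats. Replicate 13 of the WT placebo rats was far above its group for rno-miR-125b-1-3p (55.9 CPM against 4.89 to 14.0), rno-miR-200b-3p (79.9 CPM against 9.94 to 24.4) and rno-miR-218a-5p (1015 CPM against 49.7 to 209). Without it, the FDR between ZDF and WT placebo sera was 0.239 for rno-miR-125b-1-3p in place of 0.0552, and 0.0726 for rno-miR-218a-5p in place of 6.49e-05. Over the other alternatives these ran from 0.0579 to 0.279 and from 6.81e-05 to 0.191. Replicate 1 of the WT placebo rats held rno-miR-320-3p at 12209 CPM against 4760 to 6842. Without it, the log2 fold change of rno-miR-320-3p was 1.14 with an FDR of 0.0341, in place of 0.78 and 0.220. Over the other alternatives its FDR ran from 0.136 to 0.326.

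Among anti-sclerostin-treated ZDF sera, replicate 32 held rno-miR-145-5p at 2435 CPM against 2748 to 2774 in the others, a small distance in a narrow group. The log2 fold change against ZDF placebo without it was −1.35 (FDR 0.0917; left out in turn, the replicates gave −1.55 to −1.17; over the other alternatives the FDR ran from 0.0231 to 0.226). Replicate 7 held rno-miR-199a-3p at 252 CPM against 24.5 to 47.7. Without it the fall under anti-sclerostin was larger, −2.20 in place of −1.54, with an FDR of 0.0187 in place of 0.194. Over the other alternatives its FDR ran from 0.191 to 0.720.

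In bone, replicate 21 of the WT placebo rats held rno-miR-199a-3p at 22275 CPM against 6764 to 8934. Without it the log2 fold change between ZDF and WT bones was −0.53 with an FDR of 0.492, in place of −1.08 and 0.148. Over the other alternatives its FDR ran from 0.129 to 0.349. Replicate 22 of the ZDF placebo bones held rno-miR-30c-2-3p at 604 CPM against 297 to 339, and without it the log2 fold change was 0.65 with an FDR of 0.700, in place of 0.94 and 0.193. Over the other alternatives its FDR ran from 0.189 to 0.433. Replicate 34 of the same group held rno-miR-328a-3p at 142 CPM against 9.14 to 19.7 and rno-miR-455-3p at 486 CPM against 35.0 to 72.3. Without it the log2 fold change of rno-miR-455-3p was larger, −3.98 (FDR 1.14e-09) in place of −2.36. For rno-miR-328a-3p, at −2.28 with all bones, the FDR without it was 1.73e-08, and the other ZDF placebo bones held 2 to 3 reads, so no fold change is given. Over the other alternatives the FDR ran from 0.0105 to 0.322 for rno-miR-455-3p and from 0.0148 to 0.260 for rno-miR-328a-3p. Replicate 10 of the PTH-treated ZDF bones held rno-miR-410-3p at 127 CPM against 21.9 to 37.6, where the PTH-treated WT bones held 0 to 3 reads.

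The change under PTH in bone differed between the genotypes for 8 miRNAs at FDR < 0.2 in an interaction test. Of 100 splits of the 16 bones, 45 gave as many, and 40 gave as many as the 1 miRNA of the pre-filtered test. The counts were thus no larger than many of these splits give. The splits shuffled the treatment labels within each genotype. Differences by genotype alone do not enter them, but differences by PTH alone can. These splits therefore cannot decide whether the response to PTH differed between the genotypes. The same limit holds for the splits of the serum interaction. The change under anti-sclerostin in serum differed between the genotypes for 3 miRNAs, and 61 of 100 splits gave as many. The pre-filtered test gave 0, with 4 at an unadjusted p under 0.05. A count of 0 is reached by any split (100 of 100), so the splits test nothing there. The 4 groups of this interaction did not differ in miRNA reads (permutation p = 0.372), a test that cannot exclude a depth effect at this number of rats. The 3, chosen after their values were seen, were rno-miR-218a-5p (3.46 on the log2 scale, FDR 0.0154), rno-let-7f-2-3p (FDR 0.0301, at 0 to 1 reads in placebo-treated ZDF and anti-sclerostin-treated WT sera, so no fold change is given) and rno-miR-150-3p (−2.16, FDR 0.199).

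The paper does not report miRNA levels compared between the genotypes within treated rats. Between PTH-treated ZDF and WT sera 1 miRNA passed FDR < 0.2, rno-miR-143-3p (log2 fold change 1.32, FDR 0.176), and 69 of 100 splits gave as many. The pre-filtered test gave 0, with 5 at an unadjusted p under 0.05, and its 0 is again reached by any split (100 of 100). The groups did not differ in miRNA reads (exact permutation p = 0.778). Between PTH-treated ZDF and WT bones 14 passed, and 8 of 35 splits gave as many. As many as the 9 of the pre-filtered test were given by 6 of 35 splits. The libraries of the WT rats were shallower there, with an exact permutation p of 0.0857 where 0.0286 is the smallest possible, so from the reads alone this difference cannot be told apart from depth. When each of the 8 libraries was thinned to the 41627 miRNA reads of the smallest, a median of 19 miRNAs passed (11 to 38 over 20 draws), and a median of 10 of the 14 were still called, so unequal depth does not account for most of them. Between anti-sclerostin-treated ZDF and WT sera 12 passed, 11 of 35 splits gave as many, and 13 of 35 gave as many as the 1 of the pre-filtered test. The miRNA reads of these groups had an exact permutation p of 0.457, which does not exclude an effect of depth.

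Rno-miR-451-5p, a miRNA of erythrocytes, rose under insulin in ZDF serum by 2.33 on the log2 scale and is not discussed in the paper. All 6 erythrocyte markers were higher under insulin, and 3 passed FDR < 0.2. The mean log2 CPM of the 5 others than rno-miR-451-5p was higher by 0.77 (exact permutation p = 0.0317). Hemolysis of these sera, or a change in red cells under insulin, may explain this, and the 2 cannot be told apart from the counts. The miRNA reads did not differ between the groups (exact permutation p = 0.770). They ran from 60344 to 113163 under insulin, inside the range of 48637 to 124422 under placebo. The log2 ratio of miR-451-5p to miR-23a-3p did not overlap between the groups. It was 3.52 ± 0.254 (SD, n = 4) under insulin and 0.68 ± 0.741 (SD, n = 5) under placebo. These values argue against depth as the cause for rno-miR-451-5p, and do not cover the other markers.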

How the results depend on the processing

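The alternatives were set before the results were seen, apart from the pre-filtered test, and the comparisons with other splits of the samples are given with the observations. For counts of miRNAs at FDR < 0.2, 127 of 236 values under an alternative other than leaving out a replicate were within 1.5 times the main count and 109 were not. The latter are given below by alternative, and the cause was not tested for any of them.

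With all groups of the tissue in one fit, the count was 16 in place of 37 between ZDF and WT placebo sera, 7 in place of 24 for anti-sclerostin in ZDF sera, 18 in place of 49 for insulin, 2 in place of 17 for anti-sclerostin in WT sera, and 18 in place of 43 between insulin-treated ZDF and placebo WT sera. It was 0 for PTH in ZDF sera (13 at an unadjusted p under 0.05), 0 for PTH in WT sera (17) and 0 between PTH-treated ZDF and WT sera (27). Between anti-sclerostin-treated ZDF and WT sera it was 6, and 1 for the serum interaction. The lists shared by serum and bone and moved back by anti-sclerostin each held 0, and that moved back by insulin held 4. The bone interaction already uses all bone groups, so this alternative cannot change it.

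With RLE size factors, the count was 2 between PTH-treated ZDF and WT sera, 30 between PTH-treated ZDF and WT bones and 2 for the bone interaction. With library totals in place of TMM it was 82 for insulin in ZDF sera, 1 for PTH in WT sera and 2 for the bone interaction. The median log2 fold change of all miRNAs moved by −0.30 with library totals and 0.15 with RLE for insulin against ZDF placebo, by −0.42 with library totals for insulin against WT placebo, by −0.12 with library totals for PTH in ZDF sera, by 0.11 for PTH in WT bones, by −0.12 between PTH-treated ZDF and WT bones, and by 0.22 and 0.14 between anti-sclerostin-treated ZDF and WT sera. Fold changes in these comparisons are read relative to that shift.

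With DESeq2, the count was 16 between ZDF and WT placebo sera, 13 for anti-sclerostin in ZDF sera, 3 for it in WT sera, 0 for PTH in ZDF sera (7 at an unadjusted p under 0.05), 0 for PTH in WT sera (8), 1 for PTH in ZDF bones, 0 between PTH-treated ZDF and WT sera (5), 25 between PTH-treated ZDF and WT bones, 1 for the bone interaction and 0 for the serum interaction (10). The shared list held 1, that moved back by anti-sclerostin 2 and that moved back by insulin 6.

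With no filter beyond 1 read, the count was 0 between ZDF and WT placebo bones (52 at an unadjusted p under 0.05), 12 for anti-sclerostin in ZDF sera, 11 for it in WT sera, 1 for PTH in WT sera, 26 between insulin-treated ZDF and WT sera, 0 between PTH-treated ZDF and WT sera (22), 7 between anti-sclerostin-treated ZDF and WT sera and 0 for the bone interaction (42), and the shared list held 0.

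With filterByExpr, the count was 10 between ZDF and WT placebo sera, 6 between ZDF and WT placebo bones, 2 for anti-sclerostin in ZDF sera, 0 for it in WT sera (18 at an unadjusted p under 0.05), 0 for PTH in ZDF sera (4), 0 for PTH in WT sera (2), 12 for PTH in WT bones, 22 between anti-sclerostin-treated ZDF and placebo WT sera, 0 between PTH-treated ZDF and WT sera (5), 7 between PTH-treated ZDF and WT bones, 0 between anti-sclerostin-treated ZDF and WT sera (11), 0 for the bone interaction (13) and 0 for the serum interaction (4). The shared list and that moved back by anti-sclerostin held 0, and that moved back by insulin held 7.

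With the stopping rule of DESeq2, the count was 1 for PTH in WT sera, 0 between PTH-treated ZDF and WT sera (22 at an unadjusted p under 0.05) and 0 for the bone interaction (42). With legacy = FALSE it was 1 for PTH in WT sera, 1 for PTH in ZDF bones, 7 between anti-sclerostin-treated ZDF and WT sera and 4 for the bone interaction, and the list moved back by anti-sclerostin held 2. With robust = TRUE it was 1 for PTH in WT sera and 1 for the serum interaction.

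At FDR < 0.05, the count was 18 between ZDF and WT placebo sera, 0 between ZDF and WT placebo bones (52 at an unadjusted p under 0.05), 9 for anti-sclerostin in ZDF sera, 21 for insulin, 10 for anti-sclerostin in WT sera, 3 for PTH in ZDF sera, 0 for PTH in WT sera (19), 26 for PTH in WT bones, 18 between insulin-treated ZDF and WT sera, 18 between anti-sclerostin-treated ZDF and placebo WT sera, 0 between PTH-treated ZDF and WT sera (22), 6 between PTH-treated ZDF and WT bones, 4 between anti-sclerostin-treated ZDF and WT sera and 0 for the bone interaction (42). The shared list held 0 and that moved back by anti-sclerostin 2.

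With the hemolysis ratio as a covariate, the count was 21 between ZDF and WT placebo sera, 9 for anti-sclerostin in ZDF sera, 9 for insulin, 1 for anti-sclerostin in WT sera, 2 for PTH in ZDF sera, 6 for PTH in WT sera, 12 between anti-sclerostin-treated ZDF and placebo WT sera, 3 between anti-sclerostin-treated ZDF and WT sera and 1 for the serum interaction. The list moved back by anti-sclerostin held 3 and that moved back by insulin 2. The ratio separates insulin-treated from placebo-treated ZDF rats, so the covariate also removes changes that go with insulin.

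In the pre-filtered test, chosen after seeing the data, the count was 10 between ZDF and WT placebo sera, 7 for anti-sclerostin in ZDF sera, 4 for it in WT sera, 0 for PTH in ZDF sera (4 at an unadjusted p under 0.05), 0 for PTH in WT sera (2), 30 for PTH in WT bones, 22 between anti-sclerostin-treated ZDF and placebo WT sera, 0 between PTH-treated ZDF and WT sera (5), 9 between PTH-treated ZDF and WT bones, 1 between anti-sclerostin-treated ZDF and WT sera, 1 for the bone interaction and 0 for the serum interaction (4). The shared list and that moved back by anti-sclerostin held 1 each, and that moved back by insulin held 7.

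With each replicate left out in turn, the count ran from 22 to 48 between ZDF and WT placebo sera, 7 to 108 between ZDF and WT placebo bones, 8 to 52 for anti-sclerostin in ZDF sera, 21 to 64 for insulin, 7 to 36 for anti-sclerostin in WT sera, 2 to 9 for PTH in ZDF sera, 0 to 10 for PTH in WT sera, 0 to 52 for PTH in ZDF bones and 32 to 117 for PTH in WT bones. It ran from 21 to 51 between insulin-treated ZDF and WT sera, 17 to 65 between anti-sclerostin-treated ZDF and placebo WT sera, 0 to 12 between PTH-treated ZDF and WT sera, 8 to 58 between PTH-treated ZDF and WT bones, 5 to 21 between anti-sclerostin-treated ZDF and WT sera, 1 to 40 for the bone interaction and 1 to 11 for the serum interaction. The shared list held 0 to 5, that moved back by anti-sclerostin 3 to 9 and that moved back by insulin 4 to 14. Of the 7 miRNAs, 6 to 7 kept their direction when insulin was set against ZDF PTH (5 to 7 under the other alternatives). For the clusters, 16 to 23 sera lay on the paper's side (17 to 19 under the other alternatives), a count that cannot fall below 16. For PTH in ZDF bones, the alternatives other than leaving out a replicate, DESeq2 and legacy = FALSE gave 0, with 13 to 46 miRNAs at an unadjusted p under 0.05.

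Of the 84 results for single miRNAs, those that changed under an alternative were mostly weaker. A miRNA that passed in the main test but had no FDR after independent filtering under an alternative counts as weaker. One removed before the fit by filterByExpr was left out, so 60 of the 84 results remain there and in the pre-filtered test. The weaker results of these 2 settings are thus counted without the miRNAs they removed. All groups in one fit gave 19 weaker and 1 stronger, RLE 6 weaker and 2 stronger, library totals 3 weaker and 4 stronger, DESeq2 18 weaker and 4 stronger, no filter 18 weaker, filterByExpr 13 weaker of 60, the stopping rule 3 weaker, legacy = FALSE 6 weaker and 1 stronger, robust = TRUE 9 weaker, the hemolysis ratio 19 weaker and 2 stronger of 63, and the pre-filtered test 5 weaker and 2 stronger of 60. Leaving out each replicate gave 748 fits, of which 634 kept direction and side of the threshold, 96 were weaker, 8 stronger and 10 reversed.

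The direction reversed in these cases, and the cause was not tested. With the hemolysis ratio as a covariate, the log2 fold change under insulin was 0.0097 for rno-miR-802-5p, −1.18 for rno-miR-27a-5p, 0.22 for rno-miR-31a-5p, −0.13 for rno-miR-25-3p and −0.51 for rno-miR-218a-5p, and 0.37 for rno-miR-27a-5p against placebo WT rats. Under insulin rno-miR-320-3p was 0.025 with RLE and 0.025 with DESeq2. Against placebo WT rats, rno-miR-192-5p was −0.014 with library totals, while with the hemolysis ratio as a covariate it was 1.86 and passed (FDR 0.00457; 0.00457 to 0.996 over the alternatives). Leaving out replicates gave −0.93 to 0.15 for rno-miR-100-5p under anti-sclerostin and −0.0087 to 0.87 for rno-miR-218a-5p under insulin. Between insulin-treated ZDF and placebo WT rats it gave −0.50 to 0.22 for rno-miR-27a-5p and −0.25 to 0.18 for rno-miR-31a-5p.

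No paired analysis was possible because the groups compared share no replicate numbers. According to the paper serum and bone came mostly from the same rats, but the labels do not link them, so the results for the list shared by serum and bone take no account of this. The alternative of summing several precursors of a miRNA gives no separate value, since each miRNA is listed 1 time per library. At the depth of the serum libraries, miRNAs of a few reads cannot be tested firmly. For anti-sclerostin in ZDF sera the smallest library held 28015 miRNA reads, which limits the result for rno-let-7f-2-3p. For insulin against ZDF placebo it held 48637, which limits the results for rno-miR-1247-5p and rno-miR-200b-3p.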

Differences from the paper's values

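The comparison with the paper was made for the values it states in its text, and the settings named as chosen after seeing the values were not among those set before the data were examined. A count or an FDR is called different from the paper's when one is more than 1.5 times the other, and a log2 fold change when its sign differs or the gap exceeds its standard error. The miRNAs tested in placebo sera numbered 370, against the paper's 161. Only filterByExpr, of the alternatives set before the data were examined, came within the paper's value (164), as did the pre-filtered test, chosen after seeing the values (164). In bone the pre-filtered test kept 135 against the paper's 208, which it does not reach, while the main test kept 231.

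Between ZDF and WT placebo sera, 37 miRNAs passed FDR < 0.2 against the paper's 12, and 25 were lower against the paper's 4. All groups in one fit gave 16 and 6, DESeq2 16 and 6, filterByExpr 10 and 3, and FDR < 0.05 gave 18 in total. The pre-filtered test, chosen after seeing the values, gave 10 and 3. No fit that left out a replicate came within the paper's values here. In bone the main test gave 29 against the paper's 37, and 18 lower against the paper's 27, both within 1.5 times the paper's. The pre-filtered test gave 23 against the paper's 37, and 14 lower against the paper's 27. The paper's abstract states a lower total for bone than its text, and the 37 of the text was used here. Against the abstract's total, the 23 of the pre-filtered test would come within 1.5 times.

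For anti-sclerostin in ZDF sera, 24 passed against the paper's 7, with 10 higher against the paper's 4 and 14 lower against the paper's 3. All groups in one fit gave 7, 4 and 3. FDR < 0.05 gave 9 in total and 4 higher, the hemolysis ratio 9 in total and 3 higher, no filter beyond 1 read 5 higher, DESeq2 4 lower and filterByExpr 2 lower. The pre-filtered test, chosen after seeing the values, gave 7, 4 and 3. Of the fits that left out a replicate, those without ZDF placebo replicate 2 (9 in total, 4 higher), ZDF placebo replicate 39 (6 higher), anti-sclerostin replicate 19 (4 lower) and anti-sclerostin replicate 32 (8 in total, 4 higher, 4 lower) came within the paper's values.

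For anti-sclerostin in WT sera, 17 passed against the paper's 5, and 15 were lower against the paper's 5. None of the alternatives with all replicates that were set before the data were examined closed the gap. Leaving out WT placebo replicate 13 gave 7 in total and 6 lower, and the pre-filtered test, chosen after seeing the values, gave 4 in total, all lower.

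For PTH in WT bones, 55 passed against the paper's 19, with 19 higher against the paper's 9 and 36 lower against the paper's 10. FDR < 0.05 gave 26 in total and 9 higher, and filterByExpr gave 12 lower. Leaving out WT placebo replicate 21 (10), 33 (11) or 45 (10), or WT PTH replicate 36 (9), also brought the number of higher miRNAs within the paper's. The pre-filtered test, chosen after seeing the values, gave 10 higher, but 30 in total and 20 lower, which differ from the paper's.

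Serum and bone shared 3 miRNAs against the paper's 1. DESeq2 gave 1, as did leaving out bone WT placebo replicate 21, bone ZDF placebo replicate 22 or serum WT placebo replicate 38, and the pre-filtered test, chosen after seeing the values. Anti-sclerostin moved back 5 against the paper's 1, which no alternative set before the data were examined reached and the pre-filtered test, chosen after seeing the values, did (1). Insulin moved back 11 against the paper's 7. DESeq2 gave 6, no filter beyond 1 read 10, filterByExpr 7, the stopping rule of DESeq2 10, robust = TRUE 8 and FDR < 0.05 gave 8. The pre-filtered test, chosen after seeing the values, gave 7. The fits without serum ZDF placebo replicate 2 (9) or 39 (9), WT placebo replicate 25 (10) or 38 (9), or insulin replicate 5 (10) or 42 (8) also came within the paper's value.

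None of the 18 log2 fold changes that the paper states differed, and 15 of its 18 FDR values did. Of those, FDR values under filterByExpr are given where they came within the paper's. The pre-filtered test, chosen after seeing the values, left 4 of the 18 different. Ranges are over the alternatives set before the data were examined.

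Between ZDF and WT placebo sera, the FDR of rno-miR-802-5p was 8.36e-07 against the paper's 0.005 (filterByExpr 0.00475; range 3.83e-07 to 0.0160). That of rno-miR-27a-5p was 0.00200 against the paper's 0.028 (filterByExpr 0.0262; 0.000881 to 0.125), of rno-miR-375-3p 8.36e-07 against the paper's 0.028 (filterByExpr 0.0262; 3.49e-07 to 0.0262) and of rno-miR-199a-3p 0.00109 against the paper's 0.028 (filterByExpr 0.0262; 0.00114 to 0.162). That of rno-miR-122-5p was 0.000799 against the paper's 0.038 (filterByExpr 0.0519; 0.000420 to 0.125) and of rno-miR-122-3p 0.00109 against the paper's 0.019 (filterByExpr 0.0197; 0.000600 to 0.0811). For these 6 the pre-filtered test, chosen after seeing the values, gave the FDR of filterByExpr. That of rno-miR-192-5p was 0.000147 against the paper's 0.034, and neither the alternatives set before the data were examined (8.74e-05 to 0.0846) nor the pre-filtered test (0.0519) came within it. The FDR of rno-miR-145-5p, 0.0608, did not differ from the paper's 0.073, but that of the pre-filtered test did.

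For anti-sclerostin in ZDF sera, the FDR of rno-miR-145-5p was 0.0225 against the paper's 0.098. All groups in one fit (0.144), legacy = FALSE (0.0809) and the hemolysis ratio (0.130) came within the paper's value, in a range of 0.0231 to 0.226, and the pre-filtered test did not (0.186).

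For insulin in ZDF sera, the FDR of rno-miR-802-5p was 0.0976 against the paper's 0.162 (RLE 0.223, no filter beyond 1 read 0.138, filterByExpr 0.165, legacy = FALSE 0.113; range 0.0142 to 1). That of rno-miR-27a-5p was 0.00269 against the paper's 0.048 (filterByExpr 0.0646; 0.000819 to 0.912), of rno-miR-375-3p 0.00997 against the paper's 0.083 (filterByExpr 0.0648; 0.000471 to 0.335) and of rno-miR-192-5p 0.000207 against the paper's 0.054 (filterByExpr 0.0646; 1.43e-06 to 0.872). That of rno-miR-122-5p was 0.00997 against the paper's 0.199 (DESeq2 0.264, filterByExpr 0.160; 0.00112 to 1) and of rno-miR-122-3p 0.00883 against the paper's 0.062 (filterByExpr 0.0646; 0.00109 to 1). For these 6 the pre-filtered test, chosen after seeing the values, gave the FDR of filterByExpr. That of rno-miR-31a-5p was 0.00883 against the paper's 0.039 (DESeq2 0.0376; 0.00109 to 1), and the pre-filtered test, at 0.0616, differed from it.

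The paper reports no change of serum miRNAs under PTH, where 5 passed in ZDF and 3 in WT rats. In ZDF rats 0 passed with all groups in one fit, DESeq2 and filterByExpr, with 13, 7 and 4 at an unadjusted p under 0.05. In WT rats 0 passed in these settings, with 17, 8 and 2, at FDR < 0.05, with 19, and without WT placebo replicate 13. With the pre-filtered test, chosen after seeing the values, 0 passed in ZDF and in WT rats, with 4 and 2 at an unadjusted p under 0.05.

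The paper places WT, insulin-treated and anti-sclerostin-treated ZDF sera in one cluster and the other ZDF sera in another, and 18 of 32 sera lay on these sides. No setting that was run reached all 32, with 16 to 23 when a serum was left out. The count cannot fall below 16, since the clusters were matched to the sides in the better order. The paper describes rno-miR-199a-3p and rno-miR-218a-5p as unchanged under anti-sclerostin, and both passed in ZDF rats, at an FDR of 0.194 and 0.00562. Rno-miR-199a-3p was removed by independent filtering with all groups in one fit and in the pre-filtered test, chosen after seeing the values. It did not pass with RLE, library totals, DESeq2, no filter beyond 1 read, filterByExpr or the hemolysis ratio, nor in 8 of the 9 fits that left out a replicate, all but that without anti-sclerostin replicate 7 (FDR over the alternatives 0.191 to 0.720). Rno-miR-218a-5p passed in 8 alternatives (0.00577 to 0.197). It was removed as too rare with all groups in one fit, with filterByExpr and in the pre-filtered test, chosen after seeing the values. The paper states that insulin returned 7 miRNAs to WT levels, and of these rno-miR-802-5p (log2 fold change 1.90, FDR 0.0113) and rno-miR-375-3p (1.28, FDR 0.0340) were still higher than in placebo WT rats. The latter did not pass with all groups in one fit (FDR 0.325; range 0.000405 to 0.325) or without insulin replicate 42.

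The paper names rno-miR-145-3p as the most reduced miRNA under anti-sclerostin in WT sera. Of the miRNAs that passed, 5 had a more negative log2 fold change than its −2.46, and 4 of these were at 3 reads or fewer in every treated rat. With DESeq2, 0 of the 3 that passed were more negative. Rno-miR-145-3p did not pass with the hemolysis ratio (FDR 0.853; 0.0192 to 0.853 over the alternatives). It was removed as too rare with all groups in one fit, with filterByExpr and in the pre-filtered test, chosen after seeing the values. The paper reports a fall of rno-miR-31a-3p under PTH in WT bones, where it was at 0 reads in 8 of 8 libraries, and rno-miR-31a-5p fell by 2.05 on the log2 scale (FDR 0.0120). It reports a rise of rno-miR-100-5p in these bones, which was 0.74 with an FDR of 0.457 and passed with DESeq2 (FDR 0.152; range 0.152 to 0.581).

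Further miRNAs that the paper lists did not pass in the main test, with ranges of the FDR over the alternatives set before the data were examined. Rno-miR-320-3p in placebo sera (FDR 0.220; 0.136 to 0.326) passed with RLE, library totals, DESeq2, the hemolysis ratio, and without WT placebo replicate 1 or ZDF placebo replicate 27 or 39. For anti-sclerostin in ZDF sera, rno-miR-29b-3p (FDR 0.367; 0.0828 to 0.720) passed with DESeq2 and without anti-sclerostin replicate 7. Rno-miR-130a-3p (FDR 0.206; 0.0828 to 0.857) passed with all groups in one fit, RLE, library totals, DESeq2, legacy = FALSE, and without anti-sclerostin replicate 7 or 44 or ZDF placebo replicate 26. Both also passed in the pre-filtered test, chosen after seeing the values (FDR 0.198).

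Of the bone miRNAs of Figure 2C, 9 did not pass, and each of these passed without WT placebo replicate 20 and without ZDF placebo replicate 34. Rno-miR-199a-5p (FDR 0.281; 0.0730 to 0.537), rno-miR-497-5p (0.279; 0.0803 to 0.537) and rno-miR-125a-5p (0.252; 0.141 to 0.504) passed with RLE, DESeq2 and legacy = FALSE. Rno-miR-140-3p (0.218; 0.126 to 0.476) passed with RLE, library totals, DESeq2, legacy = FALSE, robust = TRUE and without WT placebo replicate 21. These 4 also passed in the pre-filtered test, chosen after seeing the values (0.192 to 0.197). Rno-miR-342-3p (0.271; 0.158 to 0.525) passed with RLE, library totals and DESeq2, and rno-miR-99b-5p (0.343; 0.193 to 0.565) with DESeq2. Rno-miR-708-5p (0.343; 0.239 to 0.558) and rno-miR-23b-3p (0.315; 0.214 to 0.555) passed in no other setting, and rno-miR-500-3p (0.296; 0.239 to 0.545) passed otherwise only without ZDF placebo replicate 35.

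Of the legible labels of Figure 3B, 8 did not pass. Rno-miR-144-5p (FDR 0.264; 0.144 to 0.944), rno-miR-421-3p (0.303; 0.165 to 1) and rno-miR-193b-3p (0.286; 0.151 to 0.873) passed with RLE, DESeq2, filterByExpr and robust = TRUE. Rno-miR-30e-3p (0.264; 0.140 to 0.872) passed with RLE, DESeq2 and robust = TRUE, rno-miR-20a-5p (0.315; 0.156 to 1) with RLE and DESeq2, and rno-miR-16-5p (0.410; 0.186 to 0.916) with DESeq2. Rno-let-7d-3p (0.276; 0.0912 to 0.915) passed with library totals, filterByExpr, legacy = FALSE and robust = TRUE, and rno-miR-30b-5p (0.303; 0.0912 to 1) with library totals, filterByExpr and robust = TRUE. Rno-miR-144-5p, rno-miR-421-3p, rno-miR-30e-3p and rno-miR-30b-5p passed without insulin replicate 17, rno-miR-144-5p and rno-miR-30e-3p without ZDF placebo replicate 2, and rno-miR-20a-5p and rno-miR-30e-3p without ZDF placebo replicate 26. Rno-miR-144-5p, rno-miR-421-3p, rno-miR-193b-3p, rno-let-7d-3p and rno-miR-30b-5p also passed in the pre-filtered test, chosen after seeing the values (0.146 to 0.188).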

Other observations

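All tests in this part were chosen only after the result was seen, except the hemolysis correlations in the 23 sera of the other groups, the thinning of the bone libraries and the 2 fits with the miRNA share as a covariate. Patterns tested on the data in which they were seen are hypotheses.

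Other splits of the same samples into groups of the same sizes, the real split included, were tested for each count, first with the main and then with the pre-filtered test. For ZDF against WT placebo sera 9 and 12 of 100 splits gave as many miRNAs as the real one. In bone it was 4 and 3 of 35. For anti-sclerostin in ZDF sera it was 17 and 15 of 100, for insulin 3 and 3, for anti-sclerostin in WT sera 26 and 22, for PTH in ZDF sera 57 and 100, and for PTH in WT sera 46 and 100. For PTH in ZDF bones, with 0 miRNAs and 42 at an unadjusted p under 0.05 (13 in the pre-filtered test), it was 35 and 35 of 35, and for PTH in WT bones 5 and 4 of 35. Where the real count is 0, as for PTH in ZDF bones and in the pre-filtered test of PTH in sera, any split reaches it and the splits test nothing. For insulin-treated ZDF against placebo WT sera it was 3 and 2 of 100, and for anti-sclerostin-treated ZDF against placebo WT sera 13 and 8. For the list shared by serum and bone it was 2 and 2, for that moved back by anti-sclerostin 9 and 11 and for that moved back by insulin 3 and 2. For the count of insulin effects against ZDF PTH it was 24 in the main test. The counts for insulin against placebo and the list moved back by insulin were thus reached by fewer than 5 of 100 splits. So was the shared list, but its 3 miRNAs were no more than the lengths of the 2 lists give by chance (Fisher's exact test p = 0.736), so its split count does not show an excess of shared miRNAs. According to the paper the placebo bones came from rats whose serum was also used, which neither the splits nor the Fisher test take into account. The other counts above 0 were reached by a larger share of the splits.

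The 7 serum miRNAs that insulin moved back were selected against the same placebo-treated ZDF rats in both comparisons, which favours opposite directions. Against PTH-treated ZDF rats, 6 of the 7 kept their direction under insulin and 2 passed FDR < 0.2, so a part may come from the selection, which cannot be told apart from an effect of insulin. Of the 12 serum miRNAs of the paper, 11 also moved opposite to the genotype difference under PTH, by a median of 0.36 on the log2 scale against 1.05 under insulin (10 of 12) and −0.12 under anti-sclerostin (4 of 12). Anti-sclerostin was set against the same placebo-treated ZDF rats and most of the 12 did not move back, so selection on the shared placebo group alone does not produce them under every treatment. Hemolysis was tested as a cause in the 23 sera of the other groups, in which 0 of the 7 followed the hemolysis ratio by rank correlation at an adjusted p under 0.05. Unadjusted, it was also 0 by rank, and by linear correlation rno-miR-192-5p alone followed it (−0.427, permutation p = 0.0433, adjusted 0.247). The ratio was 2.84 higher on the log2 scale in insulin than in placebo sera (exact permutation p = 0.00794), so hemolysis and insulin remain confounded within these groups.

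The 4 WT placebo bones differed from the 12 other bones in 70 miRNAs at FDR < 0.2 (60 in the pre-filtered test), against 18 (13) for WT PTH, 0 (0) for ZDF placebo and 29 (17) for ZDF PTH, each set against the other 12. They enter both the genotype and the WT PTH comparison, whose fold changes were correlated over 177 miRNAs (0.644). Sharing these 4 bones as the reference favours a positive correlation even without any change, so this value alone shows no common cause. Depth did not separate them (exact permutation p = 0.223), which at 4 rats cannot exclude it. Cartilage markers were higher in them, at a mean log2 CPM of 10.7 ± 0.779 (SD, n = 4) against 9.64 ± 0.428 (SD, n = 12; exact permutation p = 0.00440, adjusted 0.0132). Mesenchymal markers were also higher (12.8 against 12.4, exact permutation p = 0.0192, adjusted 0.0288). Muscle markers were not separated (difference −0.48, exact permutation p = 0.153). They were not compared between ZDF placebo and WT placebo bones alone, so a difference in muscle between those groups remains open. A different tissue composition of the WT placebo bones, with more cartilage, may thus contribute to both comparisons and cannot be told apart from effects of genotype and PTH.

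When each bone library was thinned to the 41627 miRNA reads of the smallest, PTH in WT bones gave a median of 45.5 miRNAs (40 to 53 over 20 draws) in place of 55, and a median of 36.5 of the 55 were still called, so unequal depth does not account for most of them. With the log2 share of reads counted on miRNAs as a covariate it gave 12, of which 4 were among the 55, so these calls cannot be told apart from the share. ZDF against WT placebo bones gave 51 in place of 29 with it, and 27 of the 29 remained. Within the bone groups, 48 of 177 miRNAs followed the share, more than in each of 100 shuffles (permutation p = 0.0099, the smallest they can give). What sets the share was not tested.

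The genotype difference was followed into treated rats. Of the 12 serum miRNAs of the paper, 9 kept their direction between ZDF and WT rats under PTH (exact share of relabellings 0.325) and 12 under anti-sclerostin (0.0286, where 70 relabellings exist). Of the 37 bone miRNAs, 27 kept it under PTH (0.2). These shares are one-sided and count the relabellings in which as many or more kept their direction. The mean of the liver miRNAs rno-miR-122-5p and rno-miR-122-3p was higher in ZDF sera by 1.76 on the log2 scale under placebo (exact permutation p = 0.0397) and by 1.62 under anti-sclerostin (exact permutation p = 0.257), and was also higher under PTH (exact permutation p = 0.159). In the 2 treatments together the exact permutation p was 0.0409. With the hemolysis ratio as a covariate, the log2 fold change in placebo sera was still 1.70 for rno-miR-122-5p and 1.85 for rno-miR-122-3p. The miRNA reads did not separate ZDF from WT sera under placebo, PTH or anti-sclerostin (exact permutation p = 0.151, 0.778 and 0.457), which at 4 or 5 rats cannot exclude an effect of depth. A genotype effect on liver RNA in serum is a candidate explanation that cannot be told apart from depth.

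All 7 skeletal muscle markers were lower in ZDF than in WT placebo sera, and 3 passed FDR < 0.2, but their mean did not separate the groups (difference −0.62, exact permutation p = 0.611). The difference was 0.290 of the larger SD within groups, so single sera with much muscle RNA may account for it. The miRNA reads per added extraction control did not differ over the 7 serum groups (permutation p = 0.374), while insulin-treated sera had 1.24 more on the log2 scale than placebo-treated ZDF sera (exact permutation p = 0.0397). Of the 37 miRNAs of the main test between ZDF and WT placebo sera, 18 had an exact permutation p of 0.05 or more. A spread shared by all miRNAs could give calls for miRNAs that vary strongly between rats.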
